# Distinct genetic alterations occur in ovarian tumor cells selected for combined resistance to carboplatin and docetaxel

**DOI:** 10.1186/1757-2215-5-40

**Published:** 2012-11-30

**Authors:** Stephen R Armstrong, Rashmi Narendrula, Baoqing Guo, Amadeo M Parissenti, Katherine L McCallum, Stephanie Cull, Carita Lannér

**Keywords:** Ovarian cancer, Multidrug resistance, Carboplatin, Docetaxel, Microarray analysis, A2780 cell line

## Abstract

**Background:**

Current protocols for the treatment of ovarian cancer include combination chemotherapy with a platinating agent and a taxane. However, many patients experience relapse of their cancer and the development of drug resistance is not uncommon, making successful second line therapy difficult to achieve. The objective of this study was to develop and characterize a cell line resistant to both carboplatin and docetaxel (dual drug resistant ovarian cell line) and to compare this cell line to cells resistant to either carboplatin or docetaxel.

**Methods:**

The A2780 epithelial endometrioid ovarian cancer cell line was used to select for isogenic carboplatin, docetaxel and dual drug resistant cell lines. A selection method of gradually increasing drug doses was implemented to avoid clonal selection. Resistance was confirmed using a clonogenic assay. Changes in gene expression associated with the development of drug resistance were determined by microarray analysis. Changes in the expression of selected genes were validated by Quantitative Real-Time Polymerase Chain Reaction (QPCR) and immunoblotting.

**Results:**

Three isogenic cell lines were developed and resistance to each drug or the combination of drugs was confirmed. Development of resistance was accompanied by a reduced growth rate. The microarray and QPCR analyses showed that unique changes in gene expression occurred in the dual drug resistant cell line and that genes known to be involved in resistance could be identified in all cell lines.

**Conclusions:**

Ovarian tumor cells can acquire resistance to both carboplatin and docetaxel when selected in the presence of both agents. Distinct changes in gene expression occur in the dual resistant cell line indicating that dual resistance is not a simple combination of the changes observed in cell lines exhibiting single agent resistance.

## Background

Ovarian cancer remains the most lethal gynecological cancer, with a 5-year mortality rate greater than 50% [1]. The high mortality rate from ovarian cancer is partly due to lack of effective screening and diagnosis methods and another significant factor is the development of resistance to chemotherapeutic treatment regimens [2,3]. The advanced stage of most tumours at diagnosis has led to cytoreductive surgery with subsequent chemotherapy as the current standard of treatment for ovarian cancer [4,5]. Despite the high rates of initial response, more than half of all patients will experience recurrent disease and eventually fail to respond to chemotherapy [6]. Failure of chemotherapy in recurrent ovarian cancer is usually due to the development of resistance to the two main classes of chemotherapy agents used to treat ovarian cancer, platinating agents and taxanes, and combined resistance to both agents may occur [7-9].

Mechanisms underlying the development of resistance to platinating agents, especially cisplatin, have been well characterized and include repair of DNA lesions, translesional DNA synthesis, altered cellular transport of the drug, increased antioxidant production, and reduction of apoptosis [10-12]. Altered gene expression affecting cellular transport, DNA repair, apoptosis, and cell-cell adhesion are mechanisms of platinum resistance that have been observed in patient samples [13,14]. In the treatment of ovarian cancer, taxanes were originally introduced as an alternative to cisplatin and to overcome cisplatin resistance [15,16]. The development of resistance to taxanes has been equally well studied and genetically characterized. Typical mechanisms of paclitaxel resistance involve alterations in drug transport, e.g. changes in P-glycoprotein expression, altered expression of or mutations in microtubule protein genes, expression of taxane metabolizing proteins, and altered cell signaling resulting in reduced apoptosis [17-20]. Although clinical evidence indicating a role for some of these factors in patient response to taxane treatment of cancer, e.g. altered expression of Class III β-tubulin, reduced apoptosis conferred by survivin expression and metabolism of taxanes by cytochrome P450 proteins, clinical evidence for many mechanisms established in preclinical models is variable [21-23][24,25].

The difference in mode of action and mechanisms of resistance between platinating agents and taxanes is taken advantage of in dual agent chemotherapy of advanced ovarian cancer, to achieve significantly increased efficacy and progression free survival (PFS) of patients. The most common combination therapy is carboplatin together with paclitaxel, although the taxane docetaxel has also been used with similar efficacy [26-28]. Notwithstanding the success of dual agent therapy, relapse of the cancer and development of resistance occurs in the majority of cases [4,26,29,30]. Chemoresistance arising from combined platinating agent and taxane therapy is more difficult to overcome than single agent resistance [31-33]. Currently, it is not known if mechanisms of resistance to dual agent chemotherapy are a combination of single agent resistance responses or if novel mechanisms arise as a result of combination therapy. Moreover, it is difficult to overcome dual drug resistance, even with drugs that have completely different modes of action and targets [34-36]. This may indicate that novel and different mechanisms of resistance arise from combined platinating agent/taxane chemotherapy. In this study, carboplatin was selected as the platinating agent based on its’ common clinical use [7,37,38]. Docetaxel was chosen as the taxane agent based on the potentially favorable toxicity profile [27], especially when combined with pegfilgrastim to prevent neutropenia [39], and increasing use for cancers like breast cancer. Furthermore, docetaxel has been shown to have activity against paclitaxel resistance in patients [40].

To investigate if the development of dual agent resistance invokes different mechanisms or is a combination of the mechanisms of resistance that arise upon exposure to single agents, we have developed a set of isogenic ovarian cancer cell lines resistant to either carboplatin, docetaxel or a combination of carboplatin and docetaxel. Changes in gene expression associated with the specified drug resistance in each cell line were analyzed using microarray analysis. Comparison between the three resistant cell lines permitted identification of shared and different changes in gene expression among the cell lines. This analysis showed that the establishment of carboplatin and docetaxel resistance does not share many changes in gene expression and that dual agent resistance appears to develop from mostly unique changes in gene expression, different from both carboplatin and docetaxel resistance in the set of isogenic cell lines studied.

## Methods

### Cell lines and culture

The human ovarian carcinoma cell line A2780 was purchased from the European Collection of Cell Cultures (ECACC, Salisbury, UK) and maintained in RPMI-1640 medium with 2mM Glutamine, which contained 10% fetal bovine serum (FBS), and 1% Penicillin (10,000 U/ml)/Streptomycin(10,000 μg/ml) solution (HyClone, South Logan, Utah, US). The A2780 ovarian cancer line is likely of the endometrioid subtype (Dr. Michael Anglesio, data pending publication). The drug resistance of the carboplatin resistant cell line A2780CBN was maintained by adding 2.22 × 10^-5^ M carboplatin in complete medium (RPMI-1640 with 10% FBS and 1% Penicillin 10,000 U/ml/Streptomycin 10,000 μg/ml) once every week, the docetaxel resistant cell line A2780DXL was maintained by adding 4.05 × 10^-7^ M docetaxel in complete medium bi-weekly and resistance of the carboplatin/docetaxel dual resistant cell line A2780CBNDXL was maintained by treating with 6.07 × 10^-6^ M carboplatin and 6.07 × 10^-9^ M docetaxel in complete medium bi-weekly.

### Cell viability assay

#### Clonogenic assay for drug sensitivity

Cells were assayed for sensitivity to carboplatin, docetaxel, and combined carboplatin/docetaxel using a clonogenic assay that quantifies the number of colonies generated from viable cells [41].

#### Determination of IC_50_

The number of colonies growing was recorded by taking photomicrographs of five random fields (100X magnification) per drug concentration and counting the colonies in each field. The average for each drug concentration was normalized to the average of the drug free control to generate a survival fraction. The software program Graph Pad Prism (Graph Pad Software Inc, La Jolla, CA) was used to plot a survival curve using the function “log [inhibitor] vs. normalized response with variable slope” to calculate the IC_50_. Statistical analysis to determine if the IC_50_ of each resistant line was significantly different from the co-cultured parental control was calculated using Student’s t-test with two-tailed distribution and unequal variance. A p-value ≤0.05 indicated that a significant difference existed between the two sets of data (n = 3).

### Cell line selection

Cell line selection was performed as described in a previous study by Guo et al. [42]. Briefly, selection began in a dose 1000-fold below the IC_50_ of the parent line and doses were increased 3.00-fold, 1.50-fold or 1.25-fold, depending on the ability of the cells to continue proliferating. For the A2780CBNDXL cell line, the concentrations of carboplatin and docetaxel were raised together by the same factor each time. A co-cultured control was developed for each resistant line, as described, to control for changes in gene expression due to continuous culture.

### Cell line growth rate analysis

Cells were plated at a density of 2.0 × 10^5^ cells per 9.60 cm^2^ in six well plates. Three wells were counted for each day of a four day growth curve analysis using a Vi-cell XR cell viability analyzer (Beckman Coulter, Inc., Mississauga, ON). Three biological replicates of the growth curve experiment were performed. Averages of viable cell numbers were plotted for each day and student’s t-test (unpaired, two tail, variable variance) was applied to determine if the average cell number per day was significantly different or not from the parental line. Population doubling time was calculated using the formula *G* = *t* * *log*(2)/(log(*N*_*t*_) − log(*N*_0_)), where G = generation or doubling time, t = time period (hr.), N_t_ = number of cells at time t, N_0_ = initial number of cells.

### RNA isolation and quality analysis

Total RNA from each cell line was prepared using RNeasy Mini Kit (50) # 74104 from Qiagen Inc. (Toronto, ON) according to the manufacturer’s instructions. RNAase OUT (cat. 10777019,Invitrogen/Life Technologies ) was added to prevent RNA degradation. Integrity of total RNA samples was assessed using capillary electrophoresis on an Agilent 2100 Bioanalyzer. RNA samples with RIN values of 8.0 or higher were considered intact and appropriate to use for microarray analysis.

### Microarray analysis

Changes in gene expression between A2780 parental cells and the derived drug resistant cell lines were observed using Agilent 4 × 44 whole human genome arrays (Product #G4112F; Agilent Technologies, Mississauga, ON). A 500 ng aliquot of total RNA, isolated with a Qiagen RNeasy mini kit (product # 74104, Qiagen Inc.) was used for each sample. The RNA was labeled with Cy3 or Cy5 using and Agilent Quick Amp Labeling kit (Product # 5190–0444). Hybridization was performed as per the manufacturer’s protocol. Experiments were repeated using multiple batches of labeled RNA, with both forward and reverse-labeling to account for dye bias, for a total of 4 (A2780CBN and A2780CBNDXL) or 8 (A2780DXL) two-color arrays. The microarrays were scanned, and feature extraction and background intensity corrections were performed with Agilent software (v.10.7.3.1). Using a 3-way ANOVA, Partek Genomics suite (St. Louis, MO) was used to generate a list of genes significantly over- or under-expressed with false discovery rates of 0.01 and 0.05, with a cut-off value of ± 2-fold change in gene expression. The microarray data was deposited in the NCBI Gene Expression Omnibus (GEO) database in accordance with MIAME standards (GSE39337). This list was further refined in our analysis by only including genes which had p≥0.05 for the comparisons between replicate arrays and reverse labeled samples. The refined gene lists were imported into Microsoft Office Excel 2003 to perform a three-way column comparison to identify genes that were unique to each cell line, shared between two lines or shared between all three of the resistant lines. Partek Genomics Suite was also used to perform principal component analysis (PCA) and hierarchical clustering analysis of the data.

### Quantitative real time PCR (QPCR)

Three independent RNA isolations were prepared from each cell line using Qiagen RNeasy isolation kits. Reverse transcription of cDNA was performed using the Superscript First-Strand synthesis system for QPCR from Invitrogen Canada Inc. (Burlington, ON). Sybrgreen and Taq polymerase reagents for the QPCR reactions were purchased as a GoTaq QPCR Master Mix from Promega Corporation (Madison, WI). QPCR reactions were carried out on a BioRad Dyad Disciple Peltier Thermal Cycler using a Chromo4 Real-time PCR Detector. QPCR primers were designed to specifically amplify coding transcripts (Additional file 1: Table S1). The S28 ribosomal RNA gene was chosen as a housekeeping gene as transcript levels did not vary between the resistant and parent A2780 lines.

### Immunoblotting

Total protein lysates were resolved by SDS-PAGE and transferred to nitrocellulose membranes. Antibodies for ABCB1 (cat. sc-73354), GCLC (cat. sc-100747), FLRT3 (cat. sc-82156), CDH11 (cat. sc-52352), CYP1B1 (cat. sc-32882), ANXA1 (cat. sc-12740), GAPDH (cat.sc-47724) and GSTO1 (cat. sc-130318) were purchased from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA). The antibody for MT2A (cat. H00004502-M01) was purchased from Abnova Corporation (Cedarlane Laboratories Ltd., Burlington, ON). Antibodies against AKR1C3 (Clone NP6.G6.A6) and γ-tubulin (cat. T5192) were acquired from Sigma-Aldrich Canada, Ltd. (Oakville, ON). Binding of antibodies was detected using Luminol enhanced chemoluminescence (ECL) reagents from Santa Cruz Biotechnology, Inc. and images were recorded and analyzed using an Alpha-Innotech gel documentation system with Alpha-Ease software system (Cell BioSciences, Inc., Toronto, ON) or by exposing film.

### Statistical analysis of changes in gene expression

For the microarray data, significant differences in fold change expression between co-cultured controls and resistant lines was determined using the Partek Genomics Suite program (Partek Inc.,St. Louis, MO). Significant differences between log Ct values for the parent and resistant lines, normalized to log Ct values for the S28 transcript, were determined using Student’s t-test. To determine fold change for the qPCR data, the average relative quantity of gene expression for each gene was determined using MJ Opticon Monitor Analysis Software v. 3.1 (BioRad Laboratories, Inc., Mississauga, ON)). Following normalization to the S28 housekeeping gene, the fold changes were determined from the ratio between parental and resistant lines. ANOVA followed by Tukey’s post hoc test was calculated for qPCR and immunoblot log fold change data in the Graphpad Prism v. 5.02 (GraphPad Software, Inc., San Diego, CA).

## Results

### Generation of carboplatin, docetaxel, and carboplatin/docetaxel resistant cell lines

The original A2780 parent line had an IC_50_ for carboplatin of 2.12 × 10^-6^ M. Therefore, selection for the carboplatin resistant line began at 1.00 × 10^-9^ M carboplatin, a dose in the 1000 fold range below the IC_50_ of the parent line, and continued until a maximally tolerated dose (MTD) of 2.22 × 10^-5^ M was reached. A maximally tolerated dose was considered to be achieved when cell viability dropped below 30% at the next higher dose. Clonogenic assays performed on the A2780CBN cell line at this point revealed an IC_50_ of 7.77 x 10^-5^ M to carboplatin, while the A2780 co-cultured parental control (A2780CC) had an IC_50_ of 5.73 × 10^-6^ M carboplatin. The IC_50_ values for the A2780CBN and A2780CC were statistically different by Student’s t-test (n=3, p=0.004). The ratio between the resistant and co-cultured control IC_50_ values demonstrated about a 13-fold increase in the IC_50_ of the resistant A2780CBN line (Table 1). The docetaxel selection was performed in a similar fashion, beginning with determination of IC_50_ of the original parent line as 8.82 × 10^-10^ M DXL. Selection in docetaxel started in 1 × 10^-13^ M, and ended with a MTD of 4.05 × 10^-7^ M. The IC_50_ and fold-resistance of the A2780DXL line and corresponding A2780CC are shown in Table 1.

**Table 1:** **Resistance values determined by clonogenic assay expressed as IC**_**50**_**for each cell line and drug**(**s**)

**Resistant line**	**IC**_**50**_**of resistant line to either CBN and**/**or DXL**	**IC**_**50**_**of co**-**cultured control to either CBN and**/**or DXL**	**Fold resistance**. **Ratio of IC**_**50**_**of resistant line**/ **co**-**cultured control**
A2780CBN	7.77 x 10^-5^ M CBN	5.73 x 10^-6^ M CBN	13.56
	3.62 x 10^-10^ M DXL	5.76 x 10^-10^ M DXL	0.63
A2780DXL	3.61 x 10^-7^ M DXL	8.91 x 10^-11^ M DXL	4051.63
	2.20 x 10^-6^ M CBN	6.75 x 10^-6^ M CBN	0.33
A2780CBNDXL	8.02 x 10^-6^ M CBN	6.37 x 10^-7^ M CBN	12.59
	8.02 x 10^-9^ M DXL	6.37 x 10^-10^ M DXL	
A2780CBNDXL	2.52 x 10^-5^ M CBN	2.50 x 10^-6^ M CBN	10.08
A2780CBNDXL	1.47 x 10^-8^ M DXL	1.84 x 10^-9^ M DXL	7.99

#### Selection of the A2780CBNDXL dual resistant cell line

Based on the drug concentrations used to begin selection for the A2780CBN and A2780DXL lines, a combination of 1 × 10^-9^ M carboplatin and 1 × 10^-13^ M docetaxel was used to begin selection for the dual resistant line. When exposed to combined carboplatin and docetaxel, the IC_50_ values of the A2780 parent line were 2.43 × 10^-7^ M for carboplatin, and 2.43 × 10^-10^ M for docetaxel (Figure 1A). This was lower than the IC_50_ of the parent cells to carboplatin alone by a factor of 8 fold and lower than the IC_50_ of the parent cells to docetaxel alone by a factor of 4 fold, a result that demonstrates the increased efficacy of combining the two drugs.

**Figure 1:**
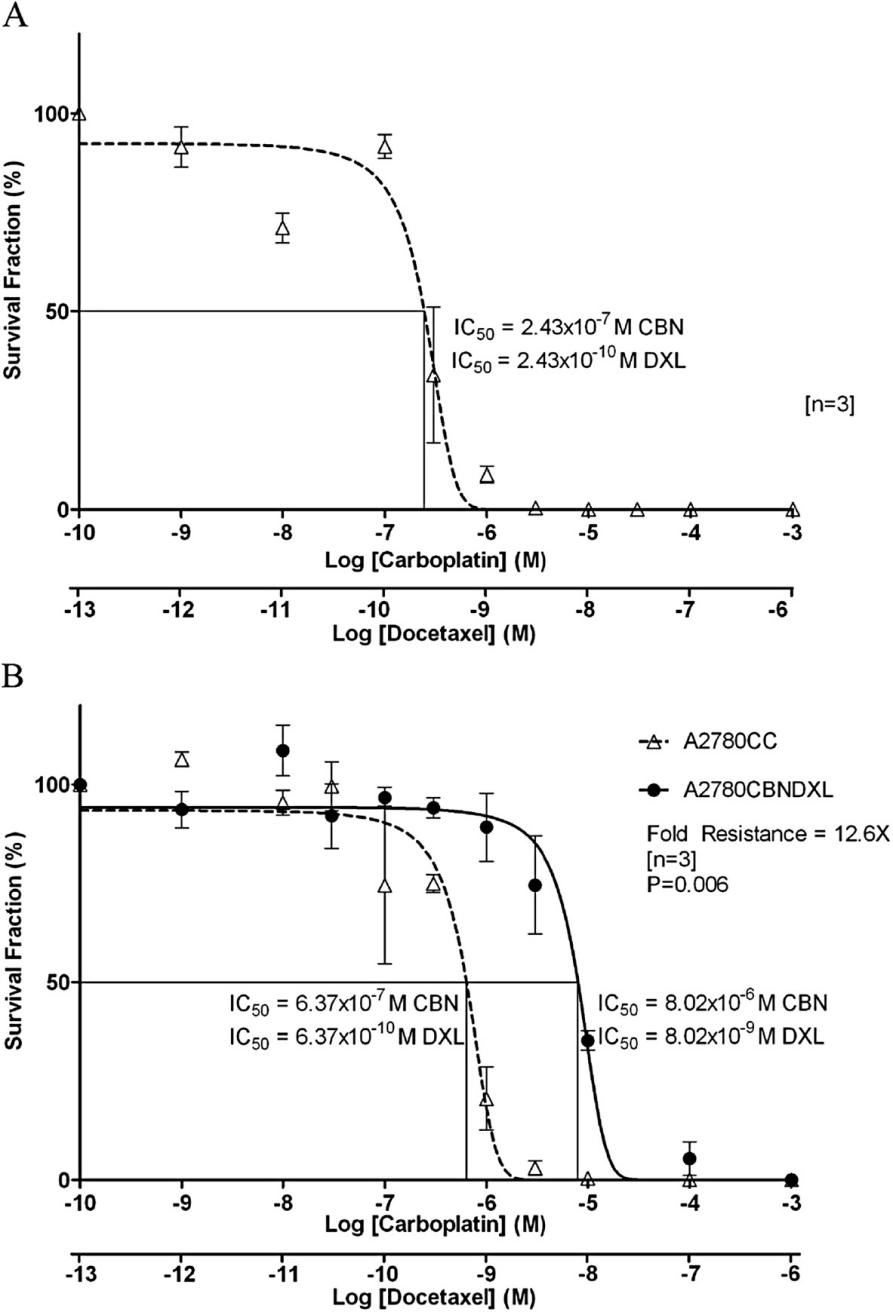
**Response of A2780**, **A2780CBNDXL and A2780CC to combined carboplatin and docetaxel.** Dose–response curves showing the survival fraction (%) of (**A**) A2780 parent or (**B**) A2780CBNDXL and A2780CC cell colonies exposed to increasing concentrations of the two drugs expressed as the log of carboplatin and docetaxel concentration in molarity (M).

Selection was carried out until a maximally tolerated dose of 6.07 × 10^-6^ M carboplatin and 6.07 × 10^-9^ M docetaxel was achieved. However, the IC_50_ of the A2780CBNDXL cells was 8.02 x 10^-6^ M carboplatin, and 8.02 × 10^-9^ M docetaxel, almost 13 fold higher than the IC_50_ for the A2780CC cells at a similar passage number (Figure 1B and Table 1), and 33 fold higher than the IC_50_ of the original A2780 parent cells (Figure 1A).

### Proof of dual resistance in the A2780CBNDXL cell line

To establish that the A2780CBNDXL line was genuinely resistant to both carboplatin and to docetaxel, the cell line was exposed to each drug separately in two clonogenic assays. The results, shown in Figure 2 and Table 1, demonstrate that the A2780CBNDXL line is resistant to both carboplatin and docetaxel and is, therefore, a dual drug resistant cell line.

**Figure 2:**
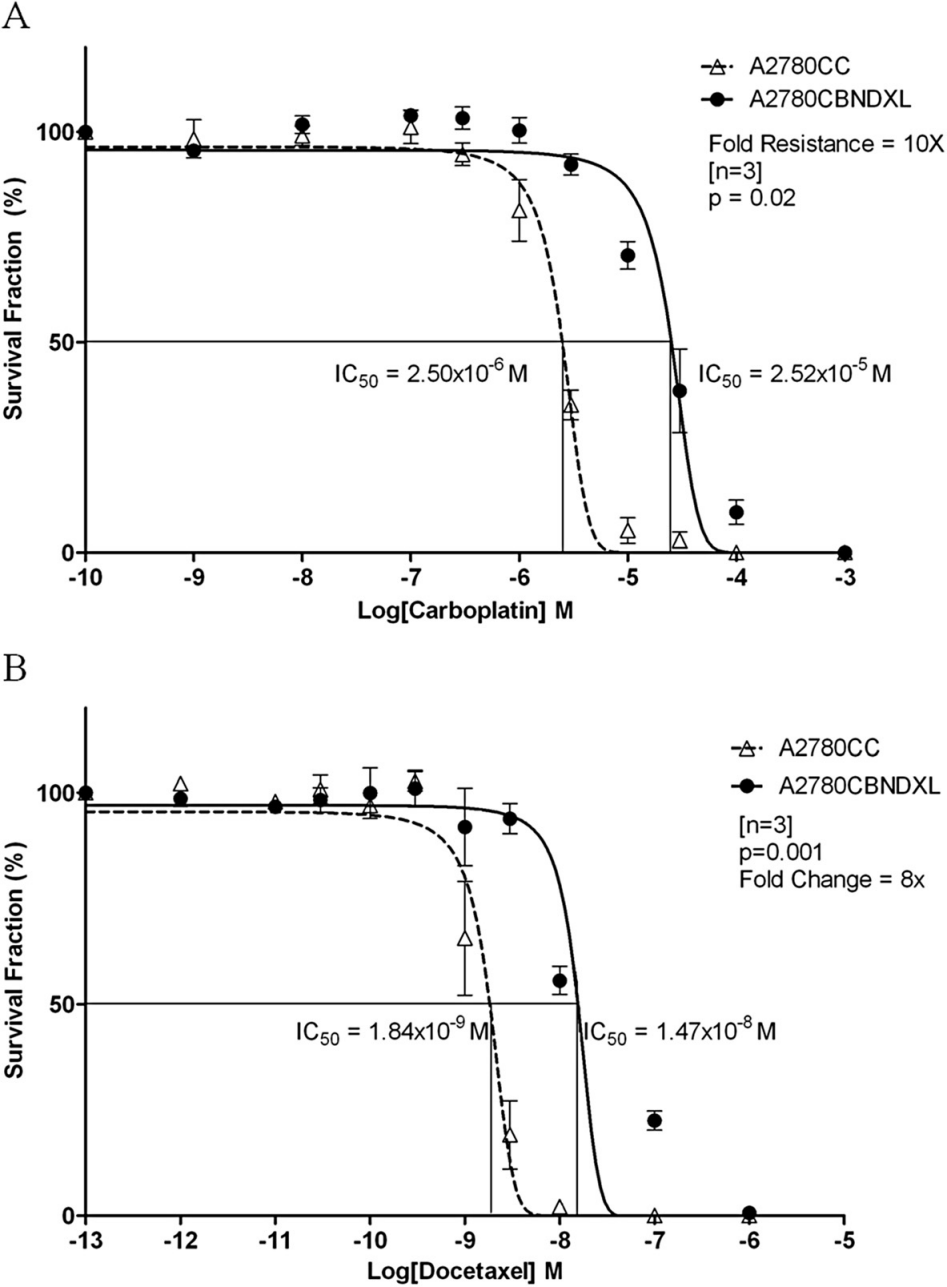
**Resistance of the A2780CBNDXL cell line to each drug alone.** Dose–response curves showing the survival fraction (%) of A2780CBNDXL and A2780CC colonies exposed to increasing concentrations of (**A**) carboplatin or (**B**) docetaxel, expressed as the log of concentration in molarity (M).

### Lack of cross resistance in the A2780CBN and A2780DXL lines

The A2780CBN cell line was exposed to varying concentrations of docetaxel along with the co-cultured parental control and plated in a clonogenic assay. The A2780CBN line had an IC_50_ of 3.62 × 10^-10^ M in docetaxel while the A2780CC displayed an IC_50_ of 5.76 × 10^-10^ M (Figure 3A and Table 1). The responses of the two cell lines to docetaxel were compared for statistical significance using Student’s t-test and were not significantly different (p=0.39, n=3), indicating that the A2780CBN cell line was not cross resistant to docetaxel.

**Figure 3:**
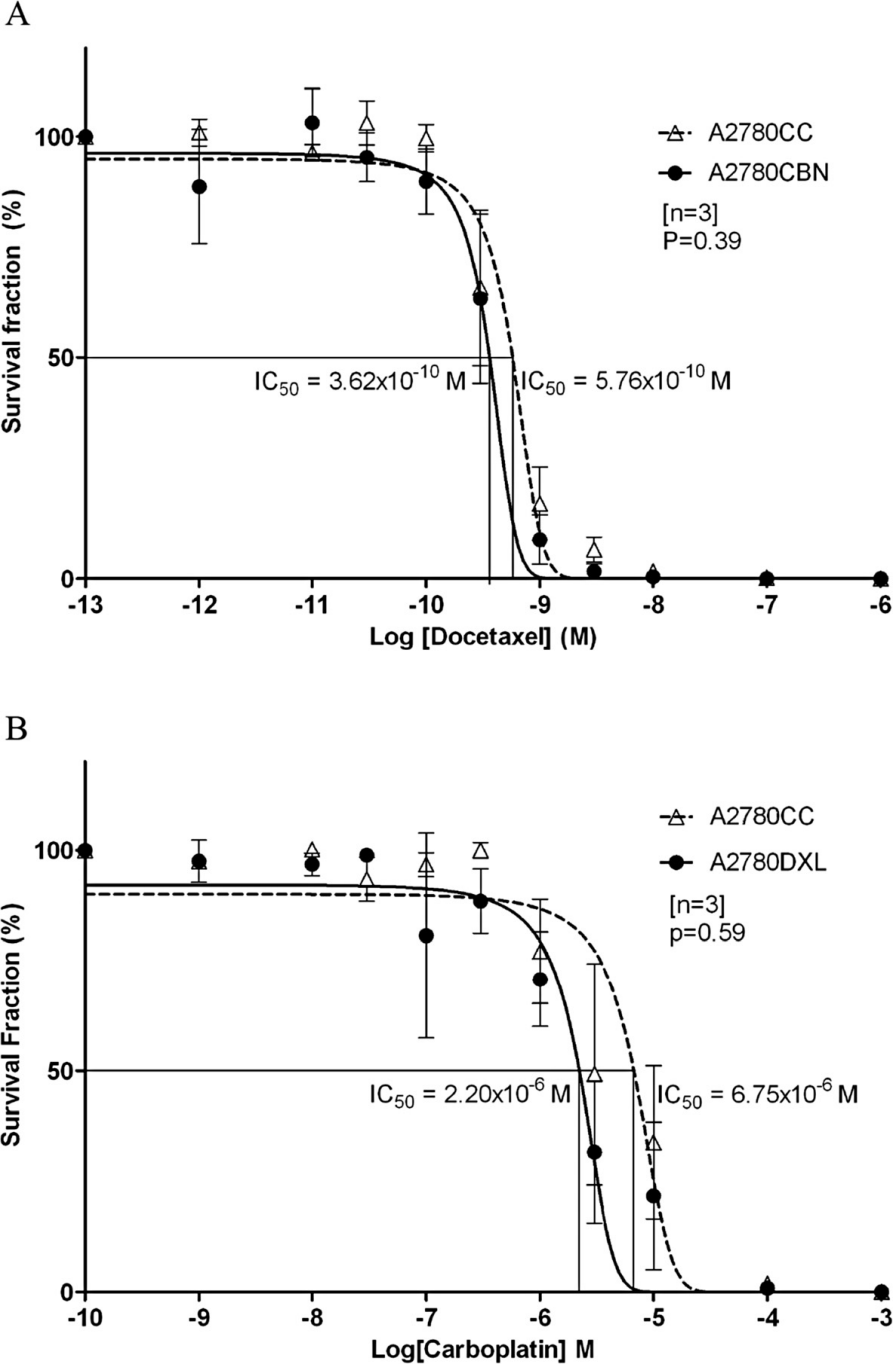
**Lack of cross**-**resistance in the A2780CBN and A2780DXL cell lines.A**. Dose response curve showing the survival fraction (%) of A2780CBN and A2780CC colonies exposed to increasing doses of docetaxel. **B**. Dose response curve showing the survival fraction (%) of A2780DXL and A2780CC colonies exposed to increasing doses of carboplatin.

A clonogenic assay was also carried on the A2780DXL cell line to test for cross resistance to carboplatin. Plotting of the data generated an IC_50_ value of 2.20 × 10^-6^ M carboplatin for the A2780DXL cell line and 6.75 × 10^-6^ M for the A2780CC (Figure 3B and Table 1). There was no significant difference between the IC_50_ values (p=0.59, n=3) for the A2780DXL and A2780CC cell lines, establishing a lack of cross resistance to carboplatin in the A2780DXL line.

### Proliferation of the resistant and parental cell lines

Terminal dose cultures of the A2780CBN, A2780 DXL and A2780CBNDXL cell lines and the parental A2780 line, were plated without drug to determine the effect of selection on cell doubling time (growth rate). Fresh medium was provided to the day 3 and4 cultures on day 2. Curves representing the average proliferation of each cell line across three replicate experiments show that all resistant lines proliferate more slowly than the parental A2780 cell line (Figure 4). Calculation of doubling times for each cell line generated a time of 19.8 hours for the A2780 parental line, 24.02 hours for the A2780CBNDXL line, 25.28 hours for the A2780 DXL line and 39.50 hours for the A2780CBN line, consistent with a reduction in cell doubling time upon selection for resistance to either agent (alone) or the agents in combination.

**Figure 4:**
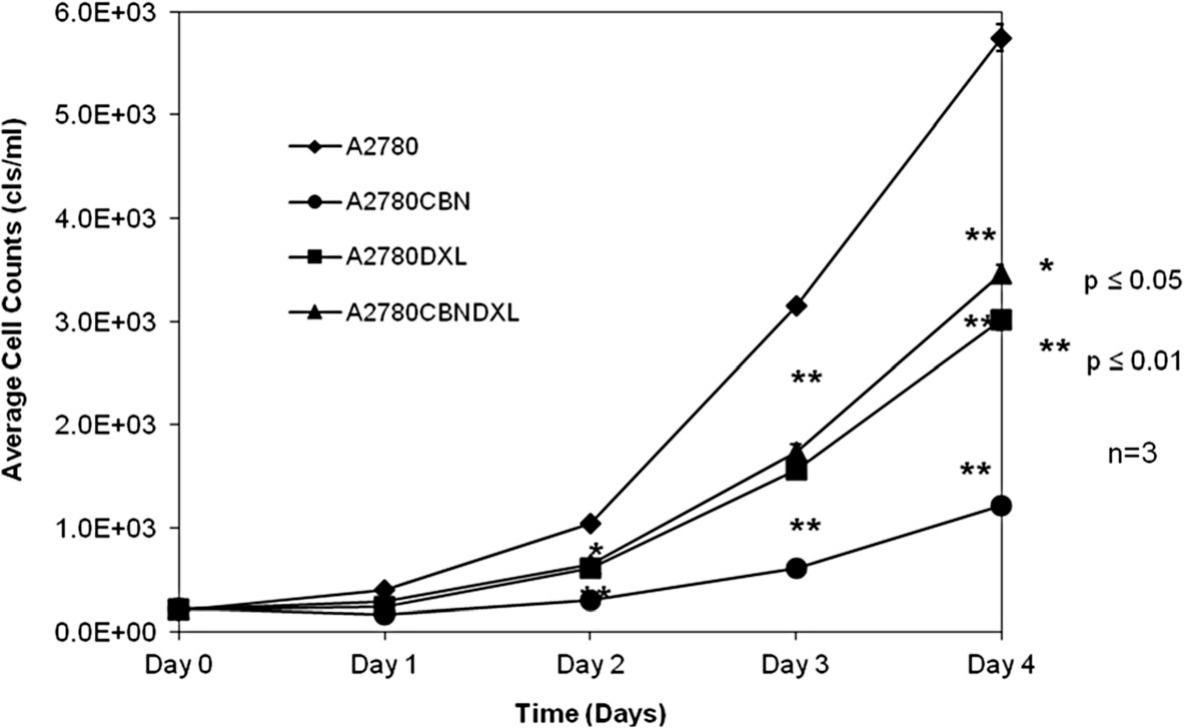
**Proliferation of resistant and parental cell lines.** Average cell counts of three wells, for three replicate experiments, are plotted against time in days. Cell lines were plated at the same density on day 0 and a set of wells was counted on each day of the proliferation assay.

### Changes in gene expression associated with resistance by microarray analysis

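A2780 is a human ovarian carcinoma cell line. Expression was measured on Agilent whole human genome arrays, on which RNA of a resistant line and RNA of its co-cultured control were labelled with different dyes and hybridized together. The data analysed here cover A2780CBN, selected to 22.2 µM carboplatin, and A2780CBNDXL, for which the paper gives a terminal dose of 6.07 µM carboplatin with 6.07 nM docetaxel and the sample labels give 8.02 µM for the combination, which in the paper is the IC50 for carboplatin. The A2780DXL line was not analysed here. RNA of 3 isolations was pooled into 1 sample per line, and this sample was hybridized to 4 arrays, with forward and reverse labelling on each of 2 slides. The arrays are repeats of 1 sample, so the SD between them covers labelling and hybridization error only, and no test across independent cultures was possible. Each array held 43376 spots for 41000 different probes and 30238 gene names, besides control spots. The authors scanned the arrays and used the Agilent Feature Extraction software, version 10.7.1.1 on slide 1 and 10.7.3.1 on slide 2, to subtract the background and normalize the dyes, and the processed intensities of both channels were used here. For each probe the log2 ratio of resistant line over control was averaged over the arrays of a line, and the probe with the highest mean signal stood for its gene. Between 59.8 and 67.5% of the spots were well above background in a channel, and the median signal was 2.28 to 3.52 times the local background. The spike-in controls varied by 3.56 to 4.87% on all arrays but array 1 of A2780CBNDXL, where they varied by 19.6% in the green and 20.0% in the red channel. Where a channel was not well above background on any array of a line, the change is given as at least N-fold, from the mean of the bright channel against the lowest signal well above background on each array, or the probe's own signal where that was higher, after scaling between arrays.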

Lists of genes with significant changes in expression (p ≤ 0.05) in each cell line compared to the matching co-cultured control were derived from the Partek Genomics Suite as described. The Partek Genomics list showed 3000 genes were significantly different in the A2780CBN line, 4621 genes were significant in the A2780DXL line and 4070 genes were significantly different in the A2780CBNDXL line. 

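With the 2-fold limit of the methods, the same sign on all 4 arrays and a signal well above background in one channel on all arrays, 2253 of 17951 genes were changed in A2780CBN and 2893 of 17116 genes in A2780CBNDXL. In A2780CBN 1436 genes were higher and 817 lower than in the control. In A2780CBNDXL 1318 genes were higher and 1575 lower. These counts rest on the size and sign of the change and have no p value. The methods name a 3-way ANOVA without its factors, which were taken here as line, dye and slide. With a false discovery rate of 0.05 and the same fold limit, it listed 2220 genes in A2780CBN and 2662 genes in A2780CBNDXL. Its error was the array error alone. The alternative that moved the counts by the largest ratio was normexp background correction with an offset of 50 followed by loess normalization of the raw signals, which gave 604 and 1172 genes.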

If a gene exhibited an opposite direction in fold change (upregulated in one line but down regulated in another) it was counted as unique in each line and shared between lines if they went in the same direction. 

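A total of 296 genes passed the 2-fold rule in both lines in opposite directions, of which 225 were higher in A2780CBN and lower in A2780CBNDXL and 71 were lower in A2780CBN and higher in A2780CBNDXL. GCLC, whose probe lies on chromosome 6 of NCBI36 from 53470156 to 53470215, had a log2 ratio of 3.09 ± 0.42 (SD of 4 arrays) in A2780CBN and of -1.22 ± 0.48 in A2780CBNDXL. A further probe of the gene gave 3.52 ± 0.36 and -1.15 ± 0.16. MT2A, on chromosome 16 from 55200833 to 55200892, had a log2 ratio of 1.95 ± 0.01 in A2780CBN and of -2.18 ± 0.41 in A2780CBNDXL, and its other probes gave 1.88 in the first line and -2.13 and -2.19 in the second. In both genes the difference between the lines was larger than the spread between arrays, which does not include the spread between cultures. By the paper's QPCR, GCLC changed significantly in A2780CBN only, where it was higher, and MT2A in neither of these lines. The controls hybridized beside the lines differed in part. When each line was set against the control channel of the other line's arrays, 137 of the 296 genes kept both directions at 2-fold.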

Following the refinement of the lists as described, a total of 1096 unique changes in gene expression were observed for the A2780CBN cell line compared to the co-cultured parental control, 1273 unique changes were observed in the A2780DXL cell line and 1154 changes were specific to the dual resistant cell line (Figure 5). 

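Removal of the genes whose dye or slide term had a p value under 0.05 left 1164 genes in A2780CBN and 2023 genes in A2780CBNDXL, which took out 47.6% and 24.0% of the lists. The dye term removed 715 and 311 genes and the slide term 616 and 419 genes, some of them by both terms. The genes removed had a smaller median residual SD on the log2 scale, 0.088 against 0.217 for the genes kept in A2780CBN and 0.081 against 0.123 in A2780CBNDXL. After this step 255 genes were shared by the lines in the same direction, 909 genes of A2780CBN and 1768 genes of A2780CBNDXL were not shared, and 53 and 215 of the latter had been in the list of the other line before the refinement.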

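By the 2-fold rule, 1607 of the genes changed in A2780CBN were not changed in the same direction in A2780CBNDXL, a share of 71.3% (exact 95% binomial interval 69.4 to 73.2%, which covers counting error only). In A2780CBNDXL the share was 77.7% (76.1 to 79.2%), or 2247 genes. The refined lists gave the largest shares of all alternatives, 78.1% and 87.4%, and a 1.5-fold limit the smallest, 66.5% and 71.4%. Of the genes changed in A2780CBN only, 1311 did not pass the rule in A2780CBNDXL. For 787 of these, the mean ratios of the lines differed by at least 2-fold, with the same sign on all matched arrays. For 524 they did not. These ratios are each against the line's own control, so a difference between the controls enters the counts. Of the 1311 genes, 375 changed by at least 1.5-fold in the same direction in A2780CBNDXL. Of the 1951 genes that passed in A2780CBNDXL only, the ratios of 1256 differed between the lines in this way and those of 695 did not. Of these 1951 genes, 431 changed by at least 1.5-fold in the same direction in A2780CBN.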

Roughly the same total number of genes were identified as changed as a consequence of selection for drug resistance (irrespective of drug used), but the majority (>70%) of changes in gene expression are unique in each cell line. The number of changes shared between the lines comprised about 15% or less of the total number of changes in each line and the changes shared among all three lines was less than 5%.

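Between A2780CBN and A2780CBNDXL, 646 genes were changed in the same direction, 352 of them higher and 294 lower in both lines. They made up 28.7% of the changes in A2780CBN and 22.3% of those in A2780CBNDXL. Random lists were drawn from the 16131 genes that could pass in both lines, and were therefore smaller than the full lists of changed genes. They overlapped by 139.9 genes on average over 1000 draws, with the middle 95% between 117 and 161. Ratios against one control share the chance values of that control. The simulated sets assume such a control, whereas the control channels beside the lines differed in part. In 100 simulated sets of unchanged lines against 1 control, the lines shared 23.8 genes of the 96.3 and 99.2 changed where cultures varied as much as arrays, and 1103 genes of 2759 and 2766 where cultures varied as much as the lines had changed. Across genes, which are not independent replicates, the log2 ratios of the lines had a Pearson correlation of 0.307 and a Spearman correlation of 0.284. The Pearson values of the simulated sets were 0.436 and 0.497. They follow largely from the setting, in which the control and both lines varied equally, and so do not test the observed value.

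**Figure D1:**
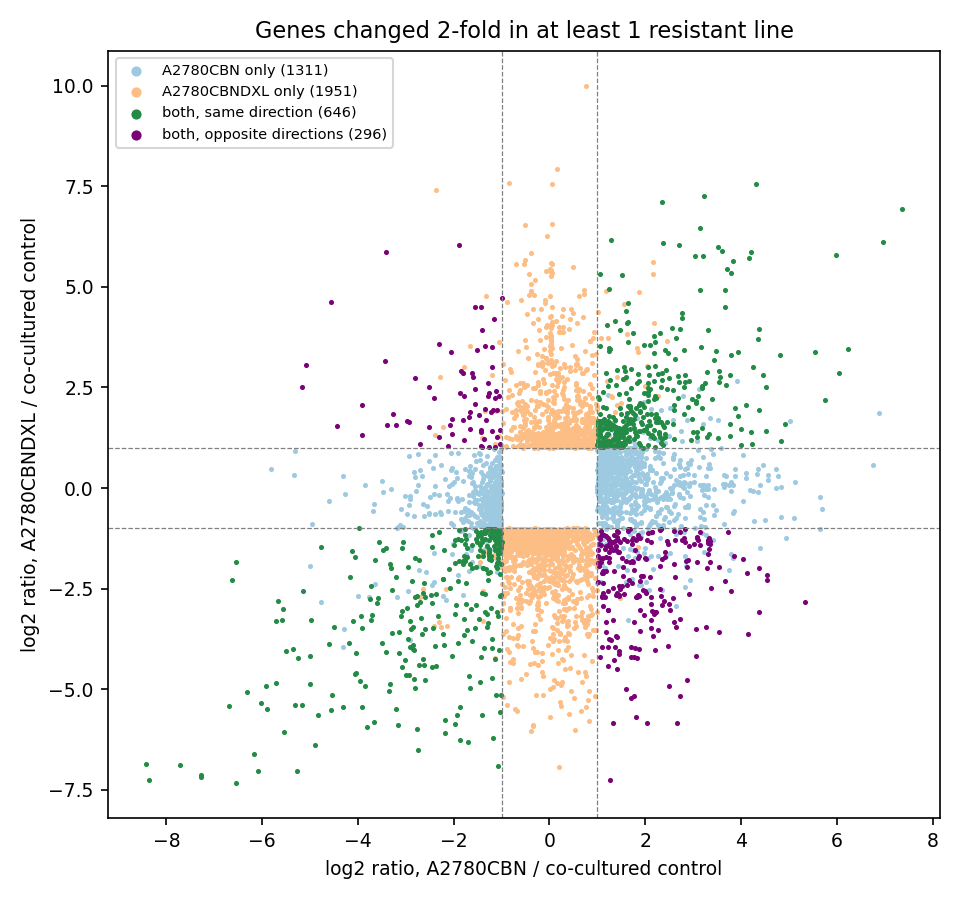
Log2 ratios of the 4204 genes changed in either line, A2780CBN on the x axis and A2780CBNDXL on the y axis, each point a gene at its mean over the arrays of a line and the dashed lines at the 2-fold limit. Genes changed in 1 line only are spread along the axes, the 646 genes changed in the same direction lie at the upper right and lower left, and the 296 changed in opposite directions at the other corners. A gene that is not well above background in a channel is drawn at its mean ratio, which is not a measured size.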

**Figure 5:**
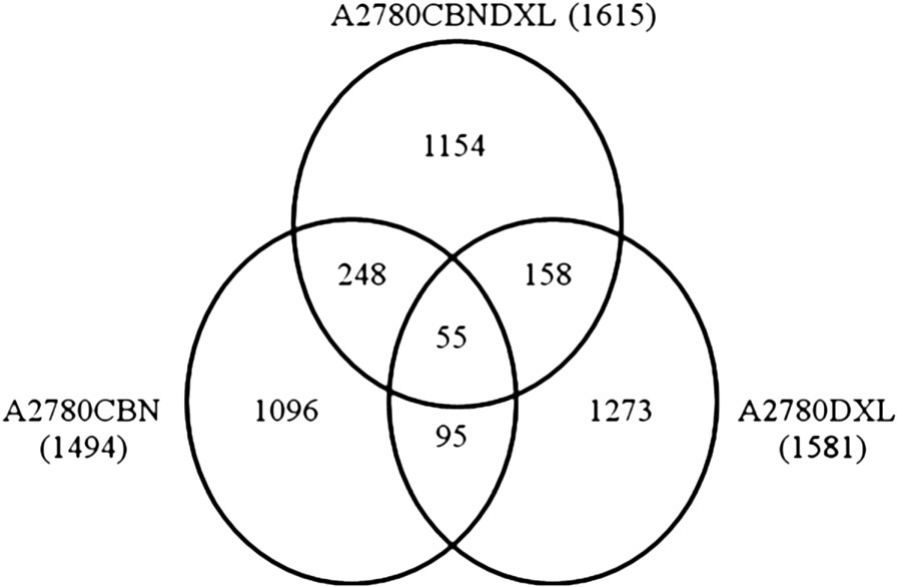
**Unique and shared gene sets among the A2780 resistant cell lines.** The total number of gene expression changes for each line appears in brackets beside the cell line label. The number of changes in gene expression that were unique to each cell line or shared between lines are indicated in appropriate sections.

Principal Component Analysis of all the genes included in the microarrays was able to separate the gene expression profiles of the samples by drug resistance, indicating that all three of the resistant cell lines were distinct from each other (Figure 6). 

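Principal component analysis of the log2 ratios of 39217 probes on the 8 arrays of A2780CBN and A2780CBNDXL separated the lines along the first component, with the arrays of A2780CBN between -106 and -89.3 and those of A2780CBNDXL between 85.8 and 105.5. Components 2 and 3 separated forward from reverse labelling within each line. The distance between the means of the lines was 196 and the mean distance of an array to the mean of its line 78.9, a ratio of 2.48. This ratio stayed between 2.50 and 2.53 with each array left out in turn, and rose to 3.64 when only probes well above background in one channel on all arrays were used. Log2 ratios correlated at 0.58 to 0.90 between arrays of the same line and at 0.11 to 0.28 between arrays of different lines. From the separation of the profiles, the paper concludes that the resistant lines were distinct from each other.

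**Figure D2:**
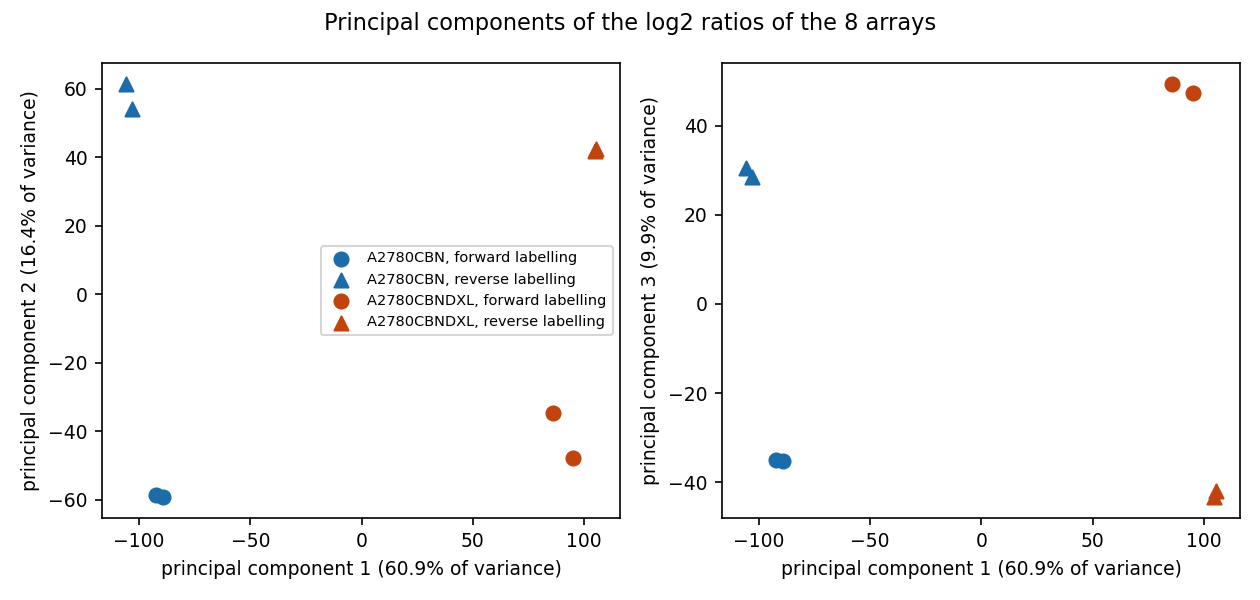
Scores of the 8 arrays on principal components 1 and 2 and on components 1 and 3, in units of log2 ratio, each point an array with the colour giving the line and the shape the labelling direction. The lines lie on either side of 0 on component 1, and components 2 and 3 part the labelling directions.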

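For the arrays of A2780CBN and A2780CBNDXL alone, without A2780DXL, the first component held 60.9% of the variance, the second 16.4% and the third 9.925%, together 87.2%.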

The first three principal components of the analysis were able to account for about 87% of the total variance in the data, with 62% of the variance accounted for by the first principal component, 20% by the second component and 5% by the third component. The plot in Figure 6 shows that the A2780DXL line is most distinct in terms of gene expression, although the A2780CBN and A2780CBNDXL lines are also clearly separate. Hierarchical clustering of all the genes with significantly altered expression in at least one of the three resistant cell lines showed a difference in the gene expression patterns of each of the three resistant lines, demonstrating again that the dual resistant line is distinct from the single agent resistant lines (Figure 7). Furthermore, the clustering analysis confirmed the greater separation of the docetaxel resistant line.

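Average-linkage clustering of the 8 arrays on 4142 genes changed in either line, with 1 minus the correlation as distance, gave 2 clusters that followed the lines. The 4 arrays of A2780CBN fell into one cluster and the arrays of A2780CBNDXL into the other. Correlations were 0.901 to 0.982 within a line and 0.254 to 0.331 between the lines. These genes were chosen because they differed from the control, which raises the correlation between arrays of a line.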

**Figure 6:**
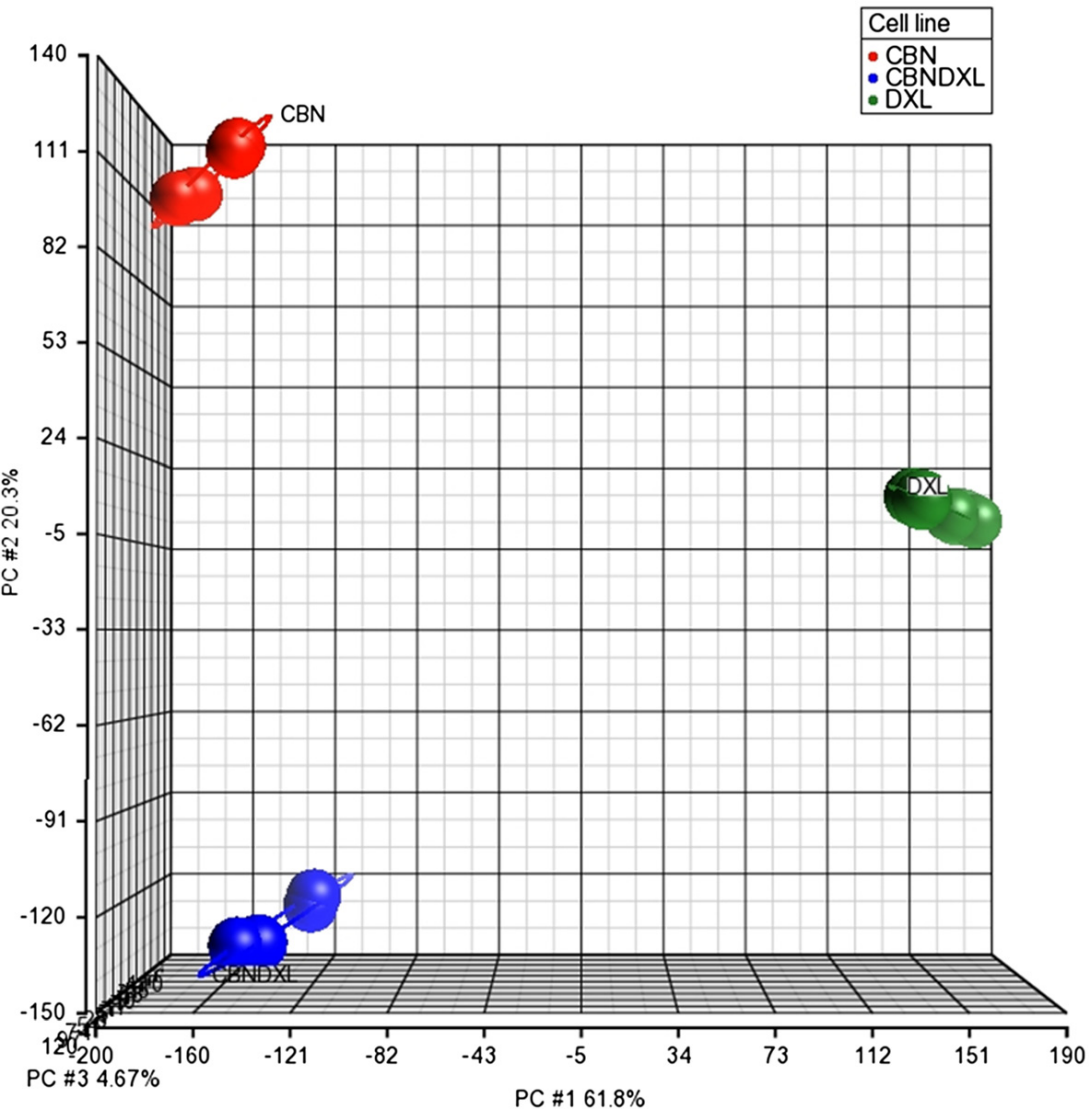
**Principal component analysis of the three resistant A2780 cell lines.** Principal component analysis was performed on the entire set of genes included in the Agilent 4 × 44K whole Human Genome microarray for all the microarray experiments run on the three resistant A2780 cell lines. The analysis was done using the Partek Genomics Suite software.

**Figure 7:**
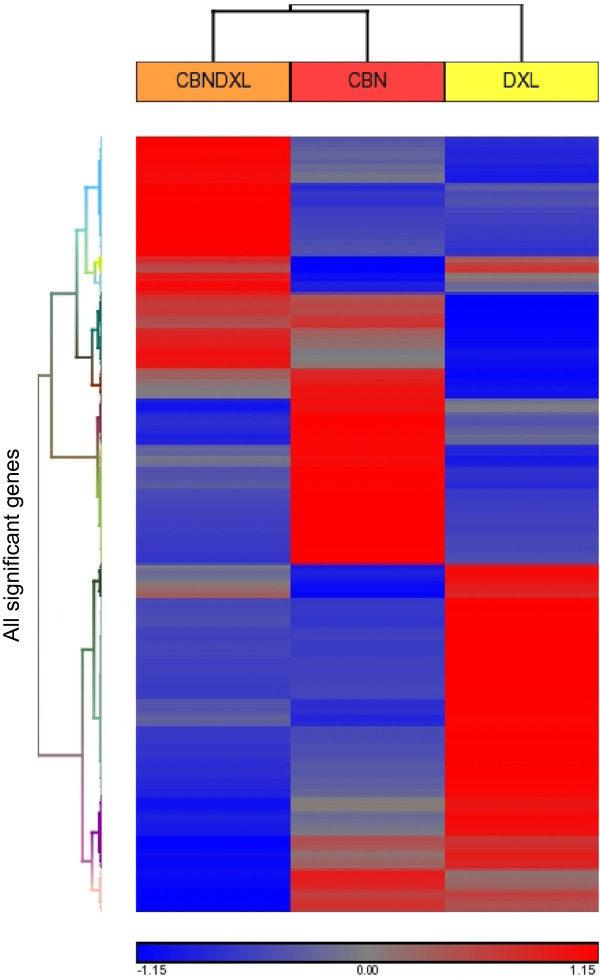
**Hierarchical cluster analysis of gene expression in each resistant cell line.** Heat map showing the result of hierarchical clustering analysis performed in the Partek Genomics Suite software, of all genes from each resistant cell line with significantly different expression compared to the co-cultured control.

### Selection of validation gene sets

Unique gene signals based on the microarray results were selected from each of the three resistant cell lines for validation by QPCR and immunoblotting. Genes known to be associated with resistance to either platinum or taxane agents, with a fold change greater than or equal to two, and with average fluorescence signals of 100 units or more were selected. 

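For A2780CBN and A2780CBNDXL, Tables 2 and 3 hold 18 pairs of a gene and a line. All 18 pairs changed by at least 2-fold in the direction given, and 13 of them were in the refined list. For 13 pairs the fluorescence values of the tables were within 2% of the mean processed signals computed here. At the probe that stood for its gene, the brighter channel was at 100 or more in 17 pairs and both channels were so in 6 pairs, and AKR1C3 in A2780CBN was under 100 in both, with a mean signal of 18.7 in the resistant line and 57.2 in the control. The table's values of CDH7 in A2780CBN are those of its other probe, which was also under 100, with 67.0 and 32.75.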

In some cases a gene signal was shared between cell lines; for example the AKR1C3 signal is significantly different in both the A2780CBN and the A2780CBNDXL line. 

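The AKR1C3 probe lies on chromosome 10 of NCBI36 from 5137789 to 5137848. In A2780CBN the channel of the resistant line was not well above background on any of the 4 arrays, and expression was at least 2.47-fold lower than in the control. In A2780CBNDXL both channels were above background on all arrays and the log2 ratio was 2.87 ± 0.24, with a mean signal of 400.4 in the resistant line and 55.7 in the control.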

Since the AKR1C3 aldoketoreductase has been shown to play a role in drug resistance [43-45] and the values in the A2780CBNDXL line were within the limits set for the validation gene set, AKR1C3 was included in the gene set despite low values in the A2780CBN line. A similar selection was made for the CDH7 cadherin gene. 

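CDH7 had a log2 ratio of 6.10 ± 0.49 in A2780CBNDXL and of 2.38 ± 0.51 in A2780CBN at the probe on chromosome 18 of NCBI36 from 61699003 to 61699062. In A2780CBNDXL the mean signal was 5224 in the resistant line and 83.3 in the control, which was well above background on 3 of the 4 arrays. Among the 1318 genes higher in this line CDH7 ranked 16th by mean ratio, with ratios against a control below background included, and 194th by the brighter signal. The other CDH7 probe, from 61680935 to 61680994, gave 4.13 ± 0.24 and 1.05 ± 0.42. The change in A2780CBN fell under the 2-fold limit, to a log2 ratio of 0.60, with the normexp correction.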

In the A2780CBNDXL cell line, the CDH7 gene transcript displayed one of the highest fold changes and fluorescence values, while the A2780CBN line displayed a much weaker upregulation. The final validation set selected included a total of 16 genes (Tables 2 and 3), composed of 4–5 genes per line with two genes chosen because the change in expression was shared among all three lines (LAYN and PRSS7) (Table 3).

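Of these 16 genes, 10 passed the 2-fold rule in A2780CBN, 6 of them higher and 4 lower, and 13 passed in A2780CBNDXL, 8 higher and 5 lower. LAYN, on chromosome 11 of NCBI36 from 110936670 to 110936729, had a log2 ratio of -7.27 ± 0.30 in A2780CBN and of -7.19 ± 0.44 in A2780CBNDXL. Its other probe, from 110915385 to 110915444, gave -3.17 ± 0.82 and -3.46 ± 0.76. PRSS7, named TMPRSS15 in the reference table, had log2 ratios of 7.36 ± 1.20 and 6.94 ± 0.62, with the control well above background on 2 of the 4 arrays of A2780CBN and on 3 of those of A2780CBNDXL. Over the alternatives the PRSS7 ratio ranged from 2.90 to 8.33 in A2780CBN and from 4.50 to 7.23 in A2780CBNDXL. In A2780CBN alone PARP9 was changed, at 3.23 ± 0.33, and GSTO1, at 1.20 ± 0.09. GSTO2 was changed in A2780CBNDXL, at 2.42 ± 0.15, and FLRT3 had a log2 ratio of -6.85 ± 0.70 there.

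**Figure D3:**
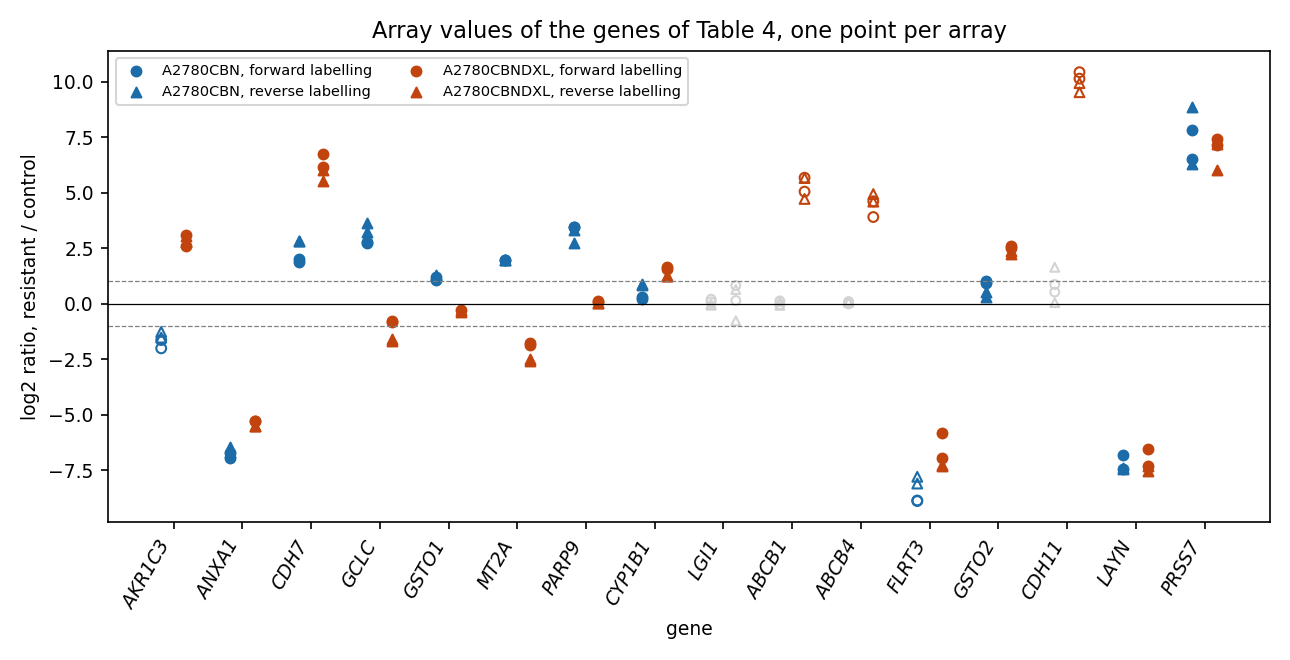
Log2 ratios of resistant line over control for the 16 genes of Table 4, each point an array, with the colour giving the line, the shape the labelling direction and the dashed lines the 2-fold limit. Filled points are measured ratios, open points have a channel that was not well above background on any array of the line, so their size is open, and grey points have neither channel above background.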

**Table 2:** **Validation gene set**, **genes with significant changes in one or more of the resistant cell lines according to microarray analysis**

**Cell line**	**Gene designation**	**Protein name**	**General function**	**Fold change**	**P value for fold change**	**Fluorescence value resistant line**	**Fluorescence value parent line**
**A2780CBN**	AKR1C3	Aldo-keto reductase family 1 member C3	Catalyzes the conversion of aldehydes and ketones to alcohols	−3.07	4.94 x 10^-3^	18.75	56.25
	ANXA1	Annexin A1	Calcium dependent phospholipid binding protein	−104.15	1.38 x 10^-4^	96.50	9992.50
	CDH7	Cadherin 7	Cell to cell adhesion glycoprotein	2.08	1.29 x 10^-4^	67.25	32.75
	GCLC	Glutamate-cysteine ligase catalytic subunit	Rate limiting enzyme of glutathione synthesis	8.50	5.85 x 10^-5^	6907.25	815.00
	GSTO1	Glutathione S-transferase omega 1	Stress response protein, catalyzes addition of glutathione to toxic substrates	2.38	1.07 x 10^-3^	23166.50	9726.50
	MT2A	Metallothionein 2A	Heavy metal binding protein	3.69	4.15 x 10^-6^	4899.50	1266.00
	PARP9	Poly(ADP)-ribose polymerase family, member 9	Catalyzes addition of ADP-ribose moieties to substrate proteins	9.40	1.95 x 10^-3^	2523.25	275.25
**A2780DXL**	CYP1B1	Cytochrome P450 family 1, subfamily B, polypeptide 1	Phase 1 enzyme in drug metabolism	−37.77	2.00 x 10^-8^	491.50	14858.38
	LGI1	Leucine-rich glioma inactivated 1	Metastasis regulator	175.85	1.03 x 10^-9^	5449.25	30.00
	ABCB1	ATP-binding cassette transport subfamily B, member 1	Multidrug transporter (MDR/TAP family)	33.62	8.22 x 10^-11^	21065.40	649.60
	ABCB4	ATP-binding cassette transport subfamily B, member 4	Multidrug transporter (MDR/TAP family)	141.27	5.88 x 10^-10^	11876.75	84.63
**A2780CBNDXL**	ABCB1	ATP-binding cassette transport subfamily B, member 1	Multidrug transporter (MDR/TAP family)	35.28	2.43E-03	474.25	13.00
	ABCB4	ATP-binding cassette transport subfamily B, member 4	Multidrug transporter (MDR/TAP family)	22.70	1.89x10^-03^	108.75	5.00
	AKR1C3	Aldo-keto reductase family 1 member C3	Catalyzes the conversion of aldehydes and ketones to alcohols	7.30	2.62 x 10^-3^	400.75	55.75
	FLRT3	Fibronectin Leucine-rich Repeat Transmembrane protein 3	Helps regulate cadherin mediated cell adhesion and cell morphogenesis	−115.40	1.79 x 10^-3^	39.50	4423.25
	GSTO2	Glutathione S-transferase 2	Stress response protein, catalyzes addition of glutathione to toxic substrates	5.34	2.68 x 10^-4^	2133.25	400.00
	CDH7	Cadherin 7	Cell to cell adhesion glycoprotein	68.82	9.24 x 10^-4^	5223.75	75.70
	CDH11	Cadherin 11	Cell to cell adhesion glycoprotein	1022.24	1.57 x 10^-4^	10708.75	10.50

**Table 3:** **Validation gene set**, **genes present in all three cell lines according to microarray analysis**

**Gene designation**	**Protein name**	**General function**	**Cell line**	**Fold change**	**P value for fold change**	**Fluorescence value resistant line**	**Fluorescence value parent line**
**LAYN**	Layilin	Binds hyaluronan, may play a role in cell adhesion and motility	A2780CBN	−154.83	5.63 x 10^-4^	88.25	13106.25
			A2780DXL	−12.95	4.64 x 10^-10^	75.00	948.50
			A2780CBNDXL	−145.93	8.16 x 10^-4^	151.75	14364.25
**PRSS7**	TMPRSS15, Transmembrane protease, serine 15/enterokinase	Membrane bound enterokinase	A2780CBN	164.34	9.35 x 10^-3^	1927.75	15.50
			A2780DXL	84.44	2.24 x 10^-8^	3028.75	37.63
			A2780CBNDXL	123.06	1.79 x 10^-3^	6559.00	60.00

### Significant differences confirmed between parent and resistant cell lines

Significant differences in transcript levels from the microarray data were confirmed by QPCR for all transcripts in at least one cell line except the GSTO1 transcript, which was not found to be significantly different from the parent in any of the cell lines, despite the microarray results (Additional file 2: Table S2). A comparison of fold changes calculated from the microarray and QPCR data is shown in Table 4. 

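On the arrays, ABCB1 and ABCB4 lie beside each other on chromosome 7 of NCBI36, with probes from 86973249 to 86976539 and from 86880913 to 86884566. Neither gene was well above background in either channel in A2780CBN, so no ratio is given for that line. In A2780CBNDXL the control was not well above background on any array. ABCB1 was at least 23.4-fold higher than the control, with a mean signal of 475 against 13.5, and ABCB4 at least 5.33-fold higher, with a mean signal of 109 against 4.77. QPCR was not analysed here.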

There was perfect concordance between the microarray and QPCR results for significant changes in expression of the ABCB1, ABCB4, AKR1C3, GCLC, LAYN and PRSS7 genes. In general, the QPCR experiments confirmed the microarray results with regard to direction of change, but fold change often differed. Furthermore, expression of transcripts was often detected by QPCR in several of the lines, although our filtered microarray data had indicated that the changes selected for validation were unique to a cell line. 

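Table 4 marks 14 array entries of A2780CBN and A2780CBNDXL as not significant, and 5 of these passed the 2-fold rule. In A2780CBNDXL ANXA1 had a log2 ratio of -5.41 ± 0.12 and CYP1B1 of 1.43 ± 0.21, and GCLC and MT2A passed as well. FLRT3 was at least 160-fold lower in A2780CBN, where the resistant line was not well above background. The ANOVA listed 4 of these entries before the refinement and 2 after it, GCLC and MT2A. The changes of PARP9 in A2780CBNDXL, 0.06 ± 0.05, and of GSTO2 in A2780CBN, 0.69 ± 0.33, stayed under the limit. LGI1 was not well above background in any channel of either line.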

Additional significant changes were found in one or more of the resistant lines for the ANXA1, CDH11, CYP1B1, FLRT3, GSTO2, LGI1, MT2A, and PARP9 transcripts. Besides providing confirmation of the microarray results, the QPCR data demonstrate greater sensitivity in detecting gene expression compared to microarray hybridization.

**Table 4:** **Comparison of gene expression fold changes by microarray and Q**-**PCR**

**Gene**	**A2780CBN**		**A2780DXL**		**A2780CBNDXL**	
	**Microarray**	**Q**-**PCR**	**Microarray**	**Q**-**PCR**	**Microarray**	**Q**-**PCR**
ABCB1	NS	NS	33.62	73753.41	35.28	2198.19
ABCB4	NS	NS	141.27	3617.62	22.70	224.52
AKR1C3	−3.07	−6.30	NS	NS	7.30	16.37
ANXA1	−104.15	−154.12	NS	8.53	NS	−6.44
CDH7	5.21	NS	NS	NS	68.82	329.30
CDH11	NS	NS	NS	12.10	1022.24	761.14
CYP1B1	NS	NS	−37.77	−517.88	NS	3.57
FLRT3	NS	−342.64	NS	−933.12	−115.40	−101.97
GCLC	11.45	9.98	NS	NS	NS	NS
GSTO1	2.38	NS	NS	NS	NS	NS
GSTO2	NS	NS	NS	9.13	5.34	10.06
LAYN	−154.83	−7275.97	−12.95	−12945.21	−11.03	−1214.05
LGI1	NS	−0.64	175.85	143.67	NS	NS
MT2A	3.87	NS	NS	2.86	NS	NS
PARP9	9.40	2.10	NS	2.95	NS	18.46
PRSS7	164.34	160.48	84.44	487.41	123.06	802.50

NS = not significantly different between parent and resistant line.

### The dual resistant line contains specific differences in gene expression

To examine if the expression level of the selected genes was significantly different between the resistant cell lines, one-way ANOVA was performed on the log of the fold change as determined by QPCR. When the ANOVA showed a significant difference (p ≤ 0.05), Tukey’s test was applied as the post hoc test to identify the cell line(s) that contained most of the difference. Significant differences among the resistant cell lines were not found for five genes (FLRT3, GSTO1, LAYN, MT2A, PRSS7) while two genes (ABCB1 and ANXA1) were significantly different among all three cell lines (Table 5). Of the remaining nine genes in the validation set, four were found to be significantly different in the dual resistant line (AKR1C3, CDH7, CDH11, PARP9) while the A2780CBN and A2780DXL lines each contained only two of the significantly different genes. Differences in expression of the ABCB4 gene could not be assessed among the three resistant cell lines because there was no detectable expression at all in the A2780CBN line. Table 5 lists the pair wise comparison results from the Tukey’s post hoc test and indicates whether a significant difference (p < 0.05, n=3) exists for each comparison. Plots of the log fold changes for the validation gene set showing the results of the ANOVA followed by Tukey’s test are shown in Additional file 3: Figure S1. The results demonstrate that the A2780CBNDXL cell line contains specific changes associated with development of dual drug resistance which are significantly different from the single agent resistant cell lines.

**Table 5:** **Tukey**’**s post hoc test for significant difference among the resistant cell lines**

**Gene designation**	**F**-**test(p Value)**	**A2780CBN vs A2780DXL**	**A2780CBN vs A2780CBNDXL**	**A2780DXL vs A2780CBNDXL**
		**p < 0.05**	**P < 0.05**	**P < 0.05**
ABCB1	2.23E-05	Yes	Yes	Yes
ANXA1	1.19E-04	Yes	Yes	Yes
FLRT3	7.57E-02	No	No	No
GSTO1	3.44E-01	No	No	No
LAYN	4.76E-02	No	No	No
MT2A	2.78E-01	No	No	No
PRSS7	2.00E-01	No	No	No
AKR1C3	3.70E-03	No	Yes	Yes
CDH7	1.88E-02	No	Yes	Yes
CDH11	3.47E-04	No	Yes	Yes
PARP9	9.73E-03	No	Yes	Yes
GCLC	7.27E-05	Yes	Yes	No
GSTO2	2.18E-03	Yes	Yes	No
CYP1B1	3.82E-05	Yes	No	Yes
LGI1	9.61E-06	Yes	No	Yes
ABCB4	*1.92E-02	N.A.	N.A.	*N.A.

*t-test p=0.019.

### Changes in protein expression determined by immunoblotting

Further confirmation of the changes in gene expression, at the protein level, was attempted by immunoblotting. Of the 11 antibodies acquired for the immunoblotting (see Materials and Methods) experiments, only the AKR1C3, ANXA1, CYP1B1, GCLC, GAPDH, MT2A and γ-tubulin antibodies produced measurable immunoblot signals (Figure 8). Following blotting, detection of the primary antibody signal, and stripping of the membrane, a loading control blotting was performed with either the γ-tubulin or GAPDH antibody. After normalization to the loading control band densities, average band density ratios were calculated between the resistant lines and the A2780 parent line (Figure 9). A one way ANOVA followed by Tukey’s post hoc test was calculated for the density ratios and the resulting p values are shown in Figure 9. Of the five successful experiments, only the GCLC results (Figure 9D) indicated that there was a significant difference among the resistant cell lines with most of the difference occurring in the A2780CBN cell line, although a trend towards significantly different expression of AKR1C3 in the dual resistant line is observable.

**Figure 8:**
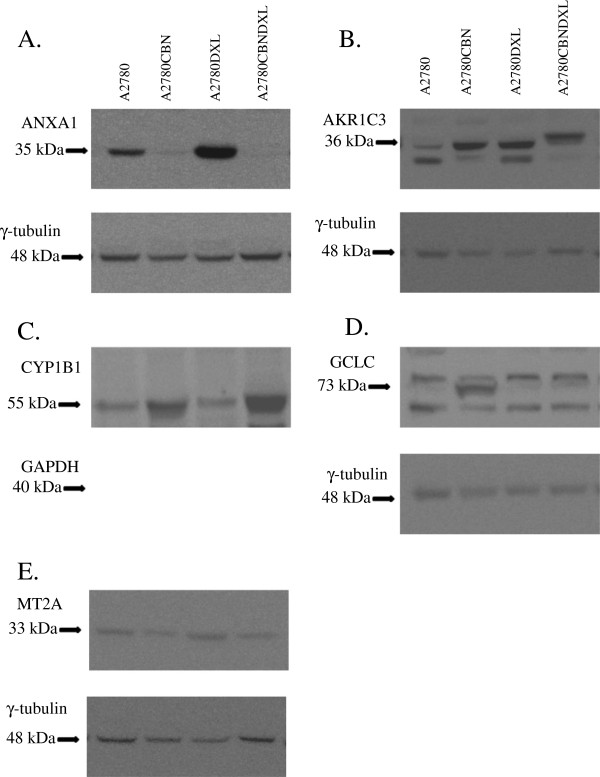
**Immunoblots demonstrating protein expression in the A2780 and resistant cell lines.** Representative immunoblots of protein expression in the A2780, A2780CBN, A2780DXL and A2780CBNDXL cell lines are shown in panel: **A**. Annexin 1 (ANXA1), **B**. Aldoketoreductase family 1 member C3 (AKR1C3), **C**. Cytochrome P450 family 1, subfamily B (CYP1B1), **D**. Glutamate-cysteine ligase catalytic subunit (GCLC), **E**. Metallothionein 2A (MT2A). A loading control immunoblot for either γ-tubulin or glyceraldehyde phosphate dehydrogenase (GAPDH) is shown below each panel.

**Figure 9:**
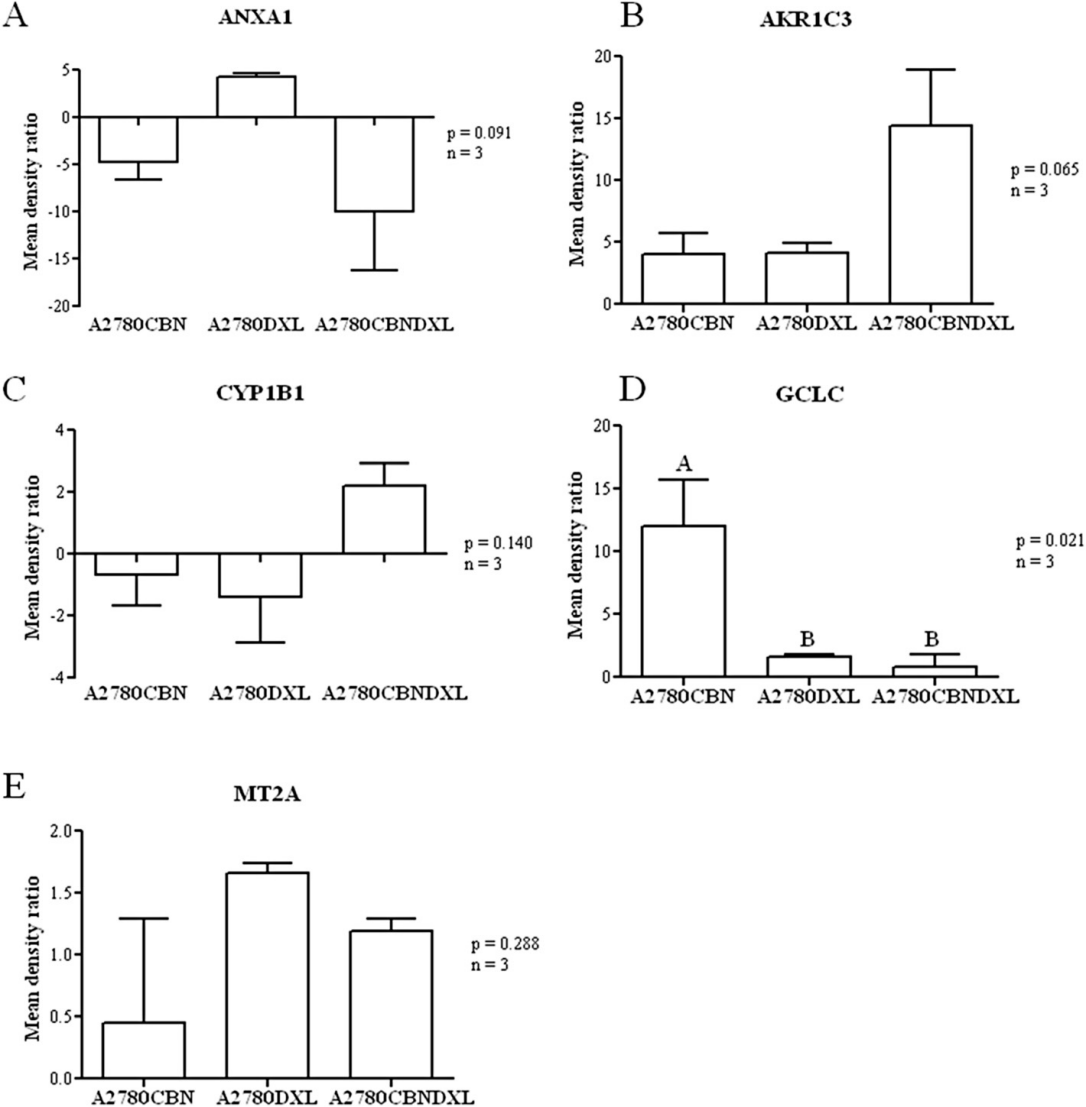
**Comparison of changes in protein expression detected by immunoblotting.** Normalized band densities of immunoblots (n = 3) were used to calculate ratios between the parental and resistant lines which were considered to represent fold change in protein expression between the parental and resistant lines. The fold changes were compared by one-way ANOVA followed by Tukey’s test to determine if there was any significant difference among the cell lines in the expression of each protein and if the difference could be assigned to any cell line(s). Significant difference between cell lines is indicated by lettering above the columns.

## Discussion

### Selection of resistant cell lines

In this study, a set of three isogenic drug-resistant ovarian cancer cell lines has been generated from the A2780 ovarian cancer cell line. The A2780 cell line has the advantage of being derived from a chemo-naïve patient, and is therefore sensitive to many chemotherapeutics [46-50] but has been demonstrated to be capable of developing resistance *in vitro*[51-55]. In addition, the strategy of deriving isogenic drug resistant cell lines from one cell line eliminates variability due to intrinsic genetic differences between cell lines. Although numerous studies have investigated mechanisms of drug resistance to single agents, the standard of care for chemotherapy in ovarian cancer is a combined treatment with a platinating agent and a taxane. Therefore, in this study, we report the generation of dual drug resistance *in vitro* and characterization of cells selected for resistance to both classes of agents.

### Characterization of levels of resistance

During the selection for single or dual drug resistance in our study, the gradual increase in drug concentration, beginning with a dose 1000-fold below the IC_50_ of the parental A2780 cell line, generated populations of resistant cells and avoided selection of a few drug resistant clones. This selection strategy may not seem to reflect the typical clinical approach of treating patients with high doses delivered in several cycles, but the dose administered to a patient is not likely reflective of the amount of drug that actually reaches a tumor. Studies of intratumoral drug distribution have shown that drug concentrations vary within a tumor, that not all tumor cells may experience a lethal dose, and that other factors such as intratumoral cell heterogeneity and tumor microenvironment interactions can interfere with consistent, high dose delivery of a drug in a tumor [56-58]. Although this situation is very difficult to imitate under *in vitro* conditions, we believe our approach beginning with a low concentration and gradually increasing the dose is more likely to mimic the variable and gradually increasing drug environment in a tumor and to select for a population of drug resistant cells representative of the cell heterogeneity present in tumors. Using this selection method, the A2780CBN cell line was acquired with an IC_50_ of 7.77 × 10^-5^ M carboplatin (Table 1), a concentration similar to the maximally tolerated plasma concentration of carboplatin (3.8 × 10^-5^ M) [59], indicating the A2780CBN cell line tolerates clinically detectable concentrations of carboplatin. The level of resistance in the A2780CBN line (13.56 fold) is comparable to resistance levels reported for cisplatin *in vitro* in ovarian tumor cells [10,52].

The A2780DXL cell line had an IC_50_ of 3.61 × 10^-7^ M docetaxel, which was 4000 fold more resistant than the A2780CC. Although initially very toxic, once resistance had begun to develop, it was possible to increase the dose until this very high level of resistance occurred. Intraperitoneal delivery of docetaxel to patients was reported by Morgan et al. to result in mean peak plasma concentrations of 4.6-6.6 × 10^-7^ M docetaxel and 5.9-8.1 × 10^-5^ M mean peak intraperitoneal concentrations of docetaxel [60]. Although the range between the plasma and intraperitoneal concentrations reported by Morgan et al. is more than 100-fold, depending on the compartment measured, the IC_50_ of our A2780DXL line falls just under the lower end of the range, indicating that the A2780DXL cell line tolerance also falls in a clinically relevant range. *In vitro* resistance to paclitaxel in ovarian cell lines has been reported in this range, as well [61,62].

The selection of the dual resistant A2780CBNDXL cell line resulted in combined resistance, with an IC_50_ of 8.02 × 10^-6^ M for carboplatin and 8.02 × 10^-9^ M docetaxel (Figure 1). Compared to the A2780CC cell line, the fold change in resistance is about 13 for both drugs since the method we used increased the carboplatin and docetaxel doses at the same time and to the same extent. It is interesting that the increase in resistance is about 13-fold which is similar to the A2780CBN line. This may indicate that the carboplatin concentration was the limiting factor in this type of selection scheme. A role for carboplatin in determining the degree of resistance achieved in the A2780CBNDXL lines may be reflected by the principal component and hierarchical clustering analyses which both showed that the A2780CBN and A2780CBNDXL cell lines were more similar to each other than either was to the docetaxel resistant line. If we compare the IC_50_ values for the single agent resistant lines to the dual line (Table 1), there is about a 10-fold decrease in the amount of carboplatin tolerated by the dual line compared to the A2780CBN line and about a 45-fold decrease in the amount of docetaxel tolerated by the dual resistant line, indicating that dual drug treatment is effective at lower doses.

To ensure that the A2780CBNDXL cell line truly was resistant to both carboplatin and docetaxel, we exposed the dual line to each drug alone. Figure 2 shows that the A2780CBNDXL line is resistant to carboplatin (Figure 2A) and to docetaxel (Figure 2B), demonstrating that the A2780CBNDXL line is a dual drug resistant cell line. Compared to the A2780CC, the dual line is 10 fold more resistant to carboplatin and 8 fold more resistant to docetaxel. The degree of resistance to each drug appears to be less than when the dual line is exposed to both drugs simultaneously (13 fold), but this is likely due to the A2780CC line tolerating a higher concentration of drug when it is exposed to each drug alone compared to both drugs simultaneously.

Cross resistance to completely different drugs or compounds in cell lines selected for resistance to a specific drug is a recognized phenomenon [53,63,64]. In contrast, cross resistance between platinating agents and taxanes is not very common [65]. In a review of more than 100 models of acquired drug resistance, approximately 70% of cisplatin resistant and paclitaxel resistant cells remained sensitive to paclitaxel and cisplatin, respectively [8]. Since cross resistance could conceivably contribute to a phenotype of dual drug resistance, the sensitivity of the single drug resistant cell lines to the opposite drug was tested. In this study, both the A2780CBN and A2780DXL lines were shown to lack cross resistance to docetaxel and carboplatin, respectively (Figure 3). Interestingly, the A2780DXL cell line showed a trend towards hypersensitivity towards carboplatin, although this was not statistically significant (Figure 3B). Hypersensitivity occurs when a resistant cell line is more sensitive to a drug than the parental cell line it was derived from [8,44], and was observed in almost 30% of the models of acquired drug resistance surveyed by Stordahl et al. While the lack of cross resistance in the single agent resistant A2780 cell lines does not prove that the dual agent resistant line developed without cross resistance, it seems more likely that a genuine dual resistance was generated in the A2780CBNDXL line and not just a single agent resistance with cross resistance to the opposite drug.

### Proliferation of resistant cell lines

The rates of proliferation determined for each of the resistant cells lines and the co-cultured control line show that all the resistant lines have a reduced rate of proliferation compared to the A2780 parental line (Figure 4). While it is well known that malignant cells exhibit a higher rate of proliferation than normal cells [66-68], it is not as well-established that drug resistant cells may also demonstrate an altered rate of proliferation. Gene expression leading to increased cell proliferation and drug resistance has been reported [69,70]. However, reports of reduced cell proliferation associated with increased drug resistance have also been made and an association between multi-drug resistance and decreased proliferation exists, which supports our observation of decreased proliferation in not only the single agent resistant but the dual agent resistant cell line [13,71,72]. Moreover, reduced proliferation in drug resistance may not be so surprising when one considers that most cytotoxic chemotherapy agents are designed to target rapidly proliferating cells; reduction of proliferation could be one way to promote a drug resistant phenotype.

### Microarray analysis of gene expression patterns in the resistant A2780 cell lines

The number of unique changes in gene expression detected in each cell line was similar (Figure 5). Considering the different mechanisms of action of carboplatin and docetaxel, it is expected that the carboplatin and docetaxel resistant cell lines should not have many changes in gene expression in common. However, the relatively low amount of common gene expression changes between the dual line and each of the single agent resistant lines indicates that the majority of the changes in the dual line are unique and not a simple combination of the patterns present in each single agent resistant line. Furthermore, the separation of the three resistant cell lines by principal component analysis of all the genes with altered expression supports our claim of a distinct pattern of gene expression in the dual resistant cell (Figure 6). Additional evidence for the unique pattern of gene expression induced by simultaneous exposure of the cells to both carboplatin and docetaxel is present in the hierarchical cluster analysis which shows a different pattern of gene expression in all three resistant cell lines (Figure 7). Based on these results, we can state that development of resistance to more than one chemotherapy agent has the potential to induce novel changes not associated with resistance to each single agent.

### Validation of microarray results

QPCR amplification of validation gene set transcripts confirmed the results of the microarray analysis, except for the GSTO1 gene, which was not confirmed by QPCR as significantly upregulated in the A2780CBN line, although expression was detected by microarray hybridization (Table 4, Additional file 2: Table S2). The QPCR results were more sensitive in detecting changes in gene expression not found by microarray analysis. For example, 11 additional instances of altered gene expression were detected by QPCR for ANXA1, CDH11, CDH7, CYP1B1, FLRT3, GSTO2, LGI1, MT2A, and PARP9 (Table 4). Fold changes were in the same direction but the QPCR results often showed a much greater change, e.g. the ABCB1 and ABCB4 gene expression detected by QPCR was around 10–1000 greater than the microarray results (Table 4). The improved accuracy of detecting gene expression by QPCR in our study may be due to the design of the QPCR primers, which were based on transcript specific sequences from the protein coding transcript for each gene whereas the oligonucleotides used in the microarray are designed to detect all possible transcripts of a gene, including non-coding transcripts. Therefore, our QPCR primers are more accurate in detecting gene expression that is more likely to be associated with protein expression and represent true genetic response to drug selection.

### QPCR confirmation of differences in gene expression among the three resistant A2780 cell lines

The one way ANOVA followed by Tukey’s post hoc test detected significant differences in expression among the resistant cell lines as determined by QPCR. Based on this analysis, four of the genes in the validation set of 16 genes, were found to be significantly different in the A2780CBNDXL line. Although also significant in the A2780CBN line, the AKR1C3 gene was expressed to a significantly different extent mainly in the dual resistant line. The role of aldoketoreductases in cisplatin and multidrug resistance has been described in several different types of cancer cells [43,45,73,74]. Therefore, the discovery of a significant increase in AKR1C3 expression in the dual drug resistant line supports a role for aldoketoreductases in combined carboplatin and docetaxel resistance. The PARP9 gene was also mainly expressed in the dual drug resistant line. PARP proteins, in particular PARP 1, are involved in DNA repair and have become a therapeutic target in BRCA mutant cancers [75-77]. A direct role for PARP proteins has also been reported in cisplatin resistance [78,79]. In this study we report a significant increase in expression of PARP9 in the dual resistant A2780CBNDXL line compared to the A2780CBN line, extending the impact of PARP proteins to combined carboplatin and docetaxel resistance. An additional two genes that were mainly expressed in the dual line were CDH11 and CDH7, with CDH11 being the most upregulated gene in the dual line (1022 fold upregulated). 

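CDH11, whose probe lies on chromosome 16 of NCBI36 from 63538370 to 63538429, had the largest mean ratio of all genes higher in A2780CBNDXL and ranked 86th by the brighter signal. The mean signal was 10709 in the resistant line and 10.7 in the control, which was not well above background on any array, so that expression was at least 537-fold higher than in the control. The mean of the ratios themselves, with the control at its background level, was 1022-fold. In A2780CBN neither channel was well above background.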

Cadherins, in particular CDH1 (E-cadherin), are known to contribute to invasiveness and stem cell like properties in ovarian cancer [80-83]. E-cadherin-mediated intercellular adhesion has also been shown to contribute to chemotherapy resistance [84]. CDH11, however, is a classic type II cadherin, known to be involved with bone morphogenesis [85], and has been shown to play a role in epithelial to mesenchymal transition [86]. As well, CDH11 mediates cell adhesion [87,88] as does CDH7 [89,90], another classic type II cadherin, also significantly over expressed in the dual line. Intercellular adhesion has been demonstrated as an important factor in multidrug resistance [72]. Therefore, the distinct upregulation of CDH11 and CDH7 in the dual resistant A2780CBDXL cell line could indicate a role for type II cadherin mediated cell adhesion in this type of combined drug resistance.

The A2780CBN cell line contained most of the significant difference for two genes, GCLC and GSTO2. GCLC codes for γ-glutamylcysteine synthetase which controls the rate limiting step in the synthesis of glutathione while GSTO2 produces glutathione S-transferase omega 2. The combination of the two is known to play a role in anticancer drug resistance, including cisplatin resistance [11,91,92]. The increased expression of both genes in the A2780CBN line confirms that the importance of the glutathione pathway in carboplatin resistance, besides cisplatin resistance. A novel change with most of the difference in expression contained in the A2780DXL line is the upregulation of the LGI1 gene, which we have found in another docetaxel resistant line (MCF7txt) (A. Parissenti, unpublished data). The LGI1 gene was originally observed in glioma where increased expression of LGI 1 contributes to decreased proliferation of neuroblastoma cells [93,94]. A decrease in proliferative capacity, as we observed for A2780DXL (Figure 3), could be promoted by changes in genes like LGI1. Overexpression of cytochrome enzymes, especially of the CYP 450 3A family [95,96] are known to play a role in the metabolism of docetaxel. However, the A2780DXL line contained most of the significant difference for another cytochrome, CYP1B1, which does not play a role in metabolism of the drug although increased expression of CYP1B1 has been shown to be associated with resistance to docetaxel [97]. However, an oxidized CYP1B1 estrogen metabolite has been reported to inhibit tubulin polymerization [98]. Interestingly, expression levels of CYP1B1 are down regulated in our A2780DXL line (Table 4, Additional file 3: Figure S1), which contradicts the study by Martinez et al. [97], but seems to support the role of docetaxel in inhibiting tubulin polymerization reported by Sissung *et al*. [98].

Other genes found to be significantly different in the resistant lines compared to the parent line, were not mainly expressed in any one of the cell lines. The ABCB1 and ANXA1 genes, although previously shown to be associated with drug resistance [10,14] were significantly different in all three cell lines, showing major changes in expression, but without any one line containing most of the difference. The remaining genes (Table 5) displayed a very similar change in expression across the cell lines without significant distribution of expression to one cell line.

### Immunoblot confirmation of changes in protein expression

Immunoblots were performed to determine if changes in gene expression at the transcript level could be confirmed at the protein expression level. Of the five successful immunoblots, only the GCLC protein demonstrated a significantly different degree of expression in a cell line; upregulation in the A2780CBN cell line (Figures 8 and 9), confirming the glutathione pathway as a strong component of the resistance mechanisms in the A2780CBN cell line. However, the immunoblot data confirm the ANOVA results for both the ANXA1 and MT2A protein expression. As shown in Table 5, all three resistant cell lines display variable and quite different expression of ANXA1 transcripts and this is reflected by the immunoblot results (Figures 8 and 9). Although the MT2A blots seem to show a noticeable difference in the A2780DXL line, the fluctuating amounts of protein detected support the conclusion of no significant difference among cell lines displayed in Table 5. It is curious that both the ANXA1 and MT2A blots contradict the expectation from the microarray data, which indicated that expression of these two genes was specific to the carboplatin resistant line. 

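On the arrays, ANXA1 had a log2 ratio of -6.70 ± 0.21 in A2780CBN, with a mean signal of 96.5 in the resistant line and 9992 in the control. In A2780CBNDXL, where it was lower as well, the mean signal was 571 in the resistant line and 24148 in the control. The dye and the slide terms of ANXA1 in A2780CBNDXL were both under 0.05, so that the refinement removed it from the list of that line, and its slide term removed it from the list of A2780CBN as well. Its control signal was 1.14 higher on the log2 scale on the arrays of A2780CBNDXL than on those of A2780CBN. For MT2A the mean signals were 4900 and 1266 in A2780CBN and 434 and 2005 in A2780CBNDXL, for the resistant line and the control.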

The CYP1B1 blot follows the same trend of not supporting A2780DXL specific down regulation although this was demonstrated by both microarray and QPCR analysis. Finally, despite lack of statistical significance, expression of the AKR1C3 protein tends to be greatest in the dual resistant A2780CBNDXL line, which would support the microarray and QPCR results demonstrating a significant association of this gene with combined carboplatin and docetaxel resistance. The low concordance between the microarray, Q-PCR and protein expression data is not entirely surprising as this has been observed in other studies of gene and protein expression [99-101]. These studies show that there is not always a direct correlation between transcription levels and translation of a gene product, which indicates that caution should be observed in assuming that gene expression data can predict protein levels. Accurate knowledge of gene translation requires assessment of protein expression.

## Conclusions

In this study, we report the establishment of a novel cell line with documented resistance to both carboplatin and docetaxel. Microarray analysis and QPCR confirmation of changes in expression of selected genes show that the dual resistant cell line contains specific genetic alterations not present in either carboplatin or docetaxel resistant cell lines which were selected in an identical manner in the same study using the same source of A2780 cells. These results demonstrate that combined drug resistance is not just a simple combination of changes present in single agent resistant cells but can contain novel and different changes. The dual carboplatin-docetaxel resistant cell line will facilitate further investigation into mechanisms underlying the development of dual drug resistance in ovarian cancer.

## Abbreviations

RIN: RNA integrity; FBS: Fetal bovine serum; PCR: Polymerase chain reaction; QPCR: Quantitative Real-Time Polymerase Chain Reaction; IMDM: Iscove’s Modified Dulbecco’s Medium; RPMI: Roswell Park Modified IMDM; A2780CC: Co-cultured parental control cells; A2780CBN: A2780 cell selected for resistance to carboplatin; A2780DXL: A2780 cells selected for resistance to docetaxel; A2780CBNDXL: A2780 cells selected for resistance to carboplatin and docetaxel; IC_50_: Inhibitory concentration at which 50% survival occurs; Ct: Cycle threshold; the number of PCR cycles at which the product signal becomes detectable (exceeds background value).

## Competing interests

The authors of this paper have no competing interests to declare. We have not received reimbursements, fees, funding, or salary from an organization that may in any way gain or lose financially from the publication of this manuscript, either now or in the future. No such organization is financing this manuscript, including the article-processing charge. We do not hold stocks or shares in any organization that may gain or lose financially from the publication of this manuscript, either now or in the future. We do not hold and are not currently applying for any patents relating to the content of the manuscript. We have not received reimbursements, fees, funding, or salary from an organization that holds or has applied for patents relating to the content of the manuscript. We have no other financial competing interests. We have no non-financial competing interests (political, personal, religious, ideological, academic, intellectual, or commercial) to declare in relation to this manuscript. The author(s) declare that they have no competing interests.

## Authors’ contributions

SRA generated the resistant cell lines, assisted in performing the microarray experiments, and performed the data subset analysis and selection of the validation genes. RN performed and analyzed the qPCR validation experiments for the selected genes. BG carried out the microarray experiments and the initial data analysis to identify genes with significantly different expression in the resistant cell lines. AP contributed to the conception of the study, reviewed the manuscript and oversaw the microarray experiments. KLM performed the proliferation analysis of the cell lines and analyzed the data. SC carried out the immunoblots and generated the graphs. CL contributed to the conception of the study, oversaw the selection of the cell lines, oversaw the proliferation analysis, contributed to the final data analysis and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Primer sequences and melting temperatures. Click here for file

Additional file 2 **Table S2.** Determination of significant difference between the parent and resistant cell lines according to QPCR analysis. Click here for file

Additional file 3 **Figure S1.** Comparison of gene expression changes between the resistant cell lines. The log fold change in gene expression is shown for each resistant cell line. One-way ANOVA followed by Tukey’s test was performed to determine if there was any significant difference among the cell lines in the level of gene expression and if the difference could be assigned to any cell line(s). Significant difference between cell lines is indicated by lettering above the columns. Click here for file

# Supplementary material for: Distinct genetic alterations occur in ovarian tumor cells selected for combined resistance to carboplatin and docetaxel
**Source:** J Ovarian Res. 2012 Nov 30;5:40. doi: 10.1186/1757-2215-5-40
**Supplement:** Additional file 1 — Table S1. Primer sequences and melting temperatures.

Supplemental Table 1. Primer sequences and melting temperatures

| **Name** | **Sequence (5’-3’)** | **Melting Temperature (°C)** |
| --- | --- | --- |
| *ABCB1 - Forward | GCAGCTGGAAGACAAATACACAA | 55.8 |
| *ABCB1 - Reverse | CCCAACATCGTGCACATCA | 55.8 |
| *AKR1C3 - Forward | GAAGTAAAGCTTTGGAGGTCA | 52.5 |
| *AKR1C3 - Reverse | GTCAACATAGTCCAATTGAGC | 51.5 |
| ABCB4 - Forward | TGGTATGGATCCACTCTAGTCA | 54.4 |
| ABCB4 - Reverse | GTTAGCTCGAGAAGGGTAAGAA | 53.8 |
| ANXA1 - Forward | TCTGGCCAAAGACATAACCT | 53.7 |
| ANXA1 - Reverse | GTATTTCTGAAACACTCTGCGA | 52.9 |
| CDH11 - Forward | TCATCAGAACAGCCCTACCC | 56.4 |
| CDH11 - Reverse | TGAGAGTCCGCCCATATGTC | 56.4 |
| CDH7 - Forward | TGGTCTACAGTATTCTGCAAGG | 54.2 |
| CDH7 - Reverse | CAACTGAGGCTACAGGTAATGA | 54.2 |
| CYP1B1 - Forward | GTGGAAGGCAGAGAAATCTAAG | 53.1 |
| CYP1B1 - Reverse | AGTTGTAATGGGAGTTCTGTCC | 54.4 |
| FLRT3 - Forward | GCAATACCCAACACAGTGTATC | 53.8 |
| FLRT3 - Reverse | AGGTAGAGCAAGTTTCCAAGAG | 54.4 |
| GCLC - Forward | AGACTACCTGGGACCTGATTTA | 54.7 |
| GCLC - Reverse | GTGCTAGAAACCCAAGATTACC | 53.3 |
| GSTO1 - Forward | CAAGCTAGAGGAGGTTCTGACT | 55.7 |
| GSTO1 - Reverse | TCAGTTTTGGAGTGTGGTCTAC | 54.5 |
| GSTO2 - Forward | TGAGTATCAGAACACCACCTTC | 54.1 |
| GSTO2 - Reverse | CACAGTCCAGTATCCCATACAC | 54.7 |
| LAYN - Forward | TAGGAACTGGTATGTGGATGAG | 53.5 |
| LAYN - Reverse | AGATTCAAGGCAGCTTCTCTAC | 54.4 |
| LGI1 - Forward | GACAACATTACAGGCACATCC | 53.9 |
| LGI1 - Reverse | TAGAATCCGTTTCCGTTCCA | 53.6 |
| MT2A - Forward | TGCAACCTGTCCCGACT | 56.6 |
| MT2A - Reverse | TCACGGTCAGGGTTGTACAT | 55.9 |
| PARP9 - Forward | CTCCATCACAGAAATTATCAGCC | 53.6 |
| PARP9 - Reverse | AATAGTCCACTGTCCTAACGAG | 53.6 |
| PRSS7 - Forward | CTAGACAAGCTAACAACCACCA | 54.6 |
| PRSS7 - Reverse | GGATAATGAGTAGCCTGGAAAG | 52.7 |
| S28 - Forward | TCCATCATCCGCAATGTAAAAG | 53.4 |
| S28 - Reverse | GCTTCTCGCTCTGACTCCAAA | 57.1 |

Primers were designed using PerlPrimer v1.1.19 software (copyright 2003-2010 Owen Marshall), OligoPerfectTM Designer (Invitrogen, Carlsbad, CA, USA) and NCBI Primer Blast (NCBI, NLM, NIH, Bethesda, MD, USA) and synthesized by Integrated DNA Technologies, Inc. (Windsor, Ontario, CA). Primers used to amplify the ABCB1 transcript were verified in a study by Hembruff *et al*., 2008, BMC Cancer 8:318. Primers used to amplify the AKR1C3 transcripts were verified in a study by Veitch et al., 2009, Pharmacogenet. Genomics 19(6):477.

# Supplementary material for: Distinct genetic alterations occur in ovarian tumor cells selected for combined resistance to carboplatin and docetaxel
**Source:** J Ovarian Res. 2012 Nov 30;5:40. doi: 10.1186/1757-2215-5-40
**Supplement:** Additional file 2 — Table S2. Determination of significant difference between the parent and resistant cell lines according to QPCR analysis.

Supplemental Table 2. Determination of significant difference between the parent and resistant cell lines according to QPCR analysis

| **Gene** | **A2780 CBN** | | | **A2780 DXL** | | | **A2780 CBNDXL** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Normalized average log Ct parent | Normalized average log Ct resistant | p-value | Normalized average log Ct parent | Normalized average log Ct resistant | p-value | Normalized average log Ct parent | Normalized average log Ct resistant | p-value |
| ABCB1 | 1.28 | 1.26 | 0.17 | 1.28 | 1.04 | 1.98E-05 | 1.28 | 1.14 | 9.91E-04 |
| ABCB4 | 1.25 | - | - | 1.25 | 1.09 | 0.03 | 1.25 | 1.14 | 0.03 |
| AKR1C3 | 1.16 | 1.18 | 3.91E-02 | 1.16 | 1.18 | 6.39E-02 | 1.16 | 1.12 | 1.58E-02 |
| ANXA1 | 1.06 | 1.17 | 3.36E-04 | 1.06 | 1.01 | 6.60E-03 | 1.06 | 1.10 | 1.91E-02 |
| CDH11 | 1.24 | 1.23 | 0.83 | 1.24 | 1.18 | 1.57E-02 | 1.24 | 1.09 | 6.73E-04 |
| CDH7 | 1.17 | 1.17 | 0.91 | 1.17 | 1.18 | 0.69 | 1.17 | 1.08 | 2.58E-03 |
| CYP1B1 | 1.07 | 1.08 | 0.25 | 1.07 | 1.19 | 2.65E-04 | 1.07 | 1.05 | 1.83E-02 |
| FLRT3 | 1.09 | 1.20 | 1.99E-04 | 1.09 | 1.21 | 1.67E-03 | 1.09 | 1.15 | 2.37E-02 |
| GCLC | 1.10 | 1.05 | 4.58E-05 | 1.10 | 1.10 | 0.09 | 1.10 | 1.10 | 0.90 |
| GSTO1 | 1.08 | 1.07 | 0.23 | 1.08 | 1.08 | 0.98 | 1.08 | 1.08 | 0.68 |
| GSTO2 | 1.14 | 1.15 | 0.29 | 1.14 | 1.09 | 3.63E-03 | 1.14 | 1.09 | 2.91E-03 |
| LAYN | 1.07 | 1.24 | 2.52E-04 | 1.07 | 1.24 | 7.84E-05 | 1.07 | 1.21 | 2.18E-04 |
| LGI1 | 1.23 | 1.25 | 1.41E-02 | 1.23 | 1.12 | 2.62E-05 | 1.23 | 1.23 | 0.77 |
| MT2A | 1.13 | 1.11 | 0.25 | 1.13 | 1.10 | 0.04 | 1.13 | 1.09 | 0.15 |
| PARP9 | 1.14 | 1.13 | 3.67E-02 | 1.14 | 1.12 | 1.44E-02 | 1.14 | 1.08 | 4.63E-03 |
| PRSS7 | 1.20 | 1.12 | 9.04E-04 | 1.20 | 1.08 | 8.94E-05 | 1.20 | 1.07 | 1.47E-04 |

# Supplementary material for: Distinct genetic alterations occur in ovarian tumor cells selected for combined resistance to carboplatin and docetaxel
**Source:** J Ovarian Res. 2012 Nov 30;5:40. doi: 10.1186/1757-2215-5-40

Supplemental Figure 1. Comparison of gene expression changes between the resistant cell lines.

A. B.

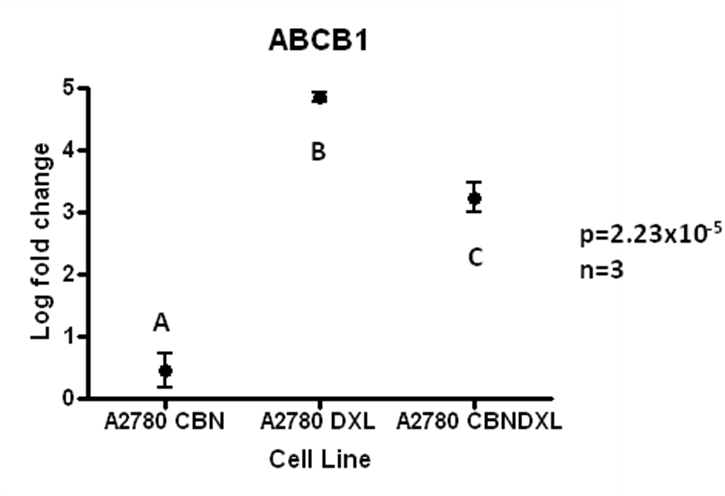

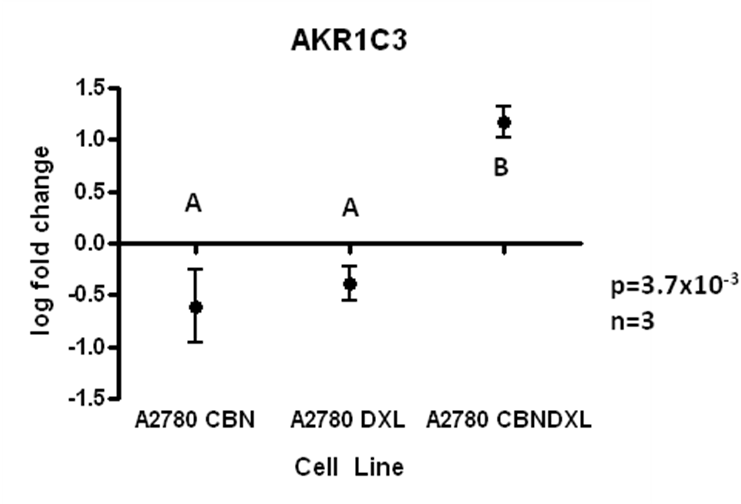

C. D.

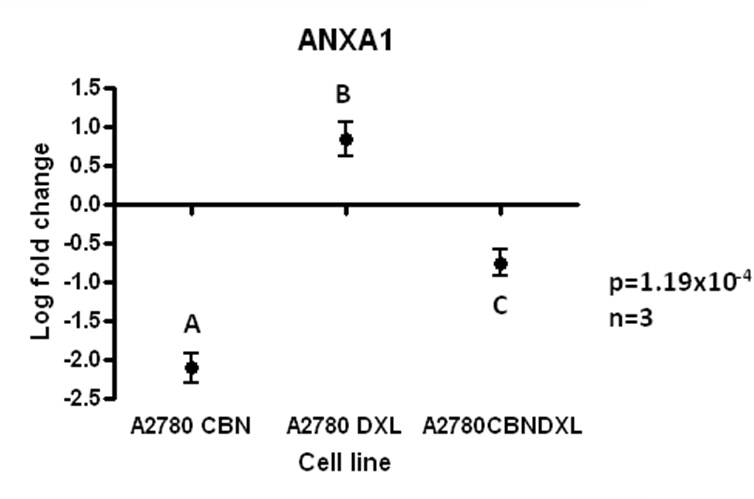

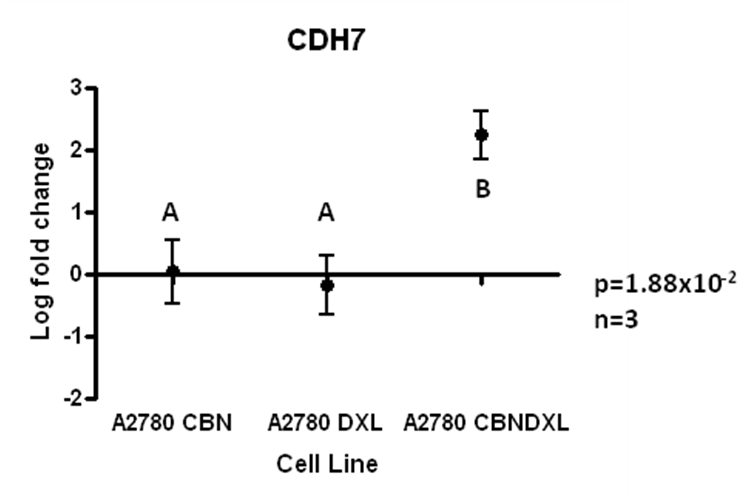

E. F.

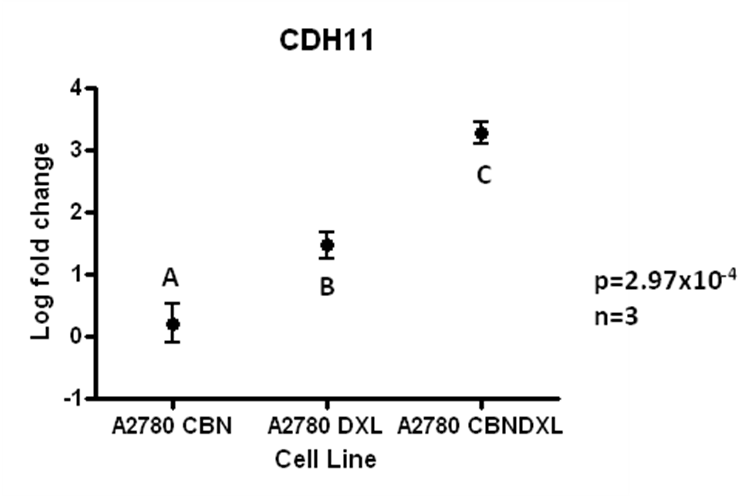

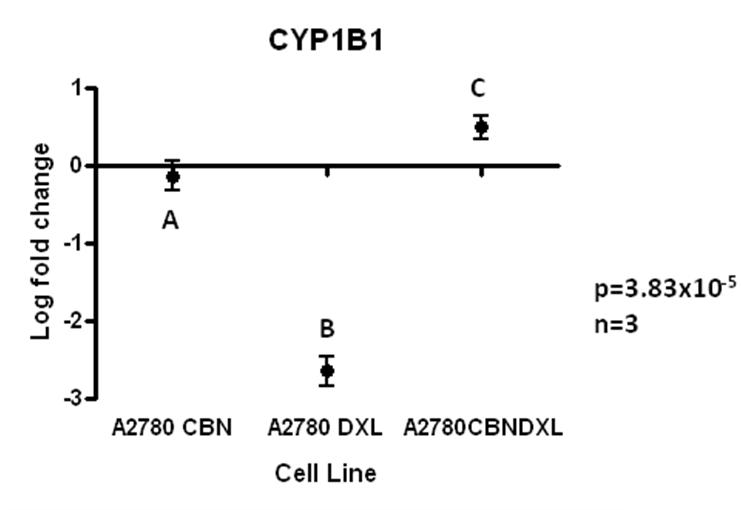

Figure 1(cont.). Comparison of gene expression changes between the resistant cell lines.

G. H.

I. J.

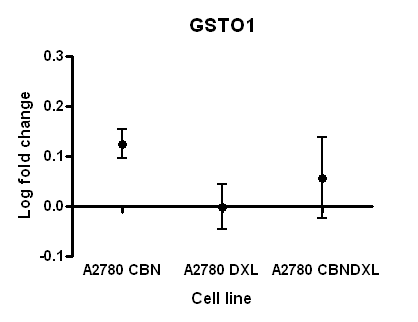

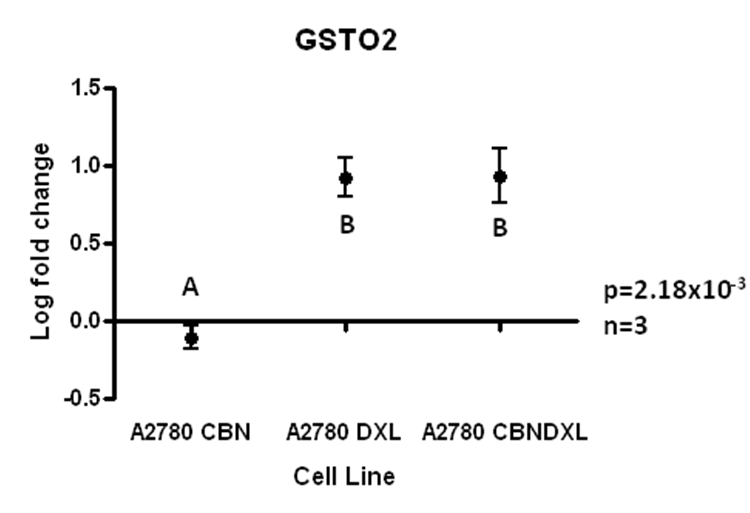

K. L.

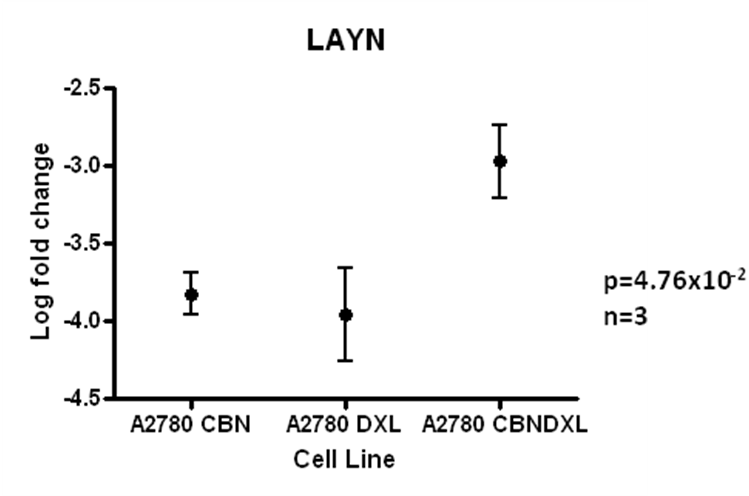

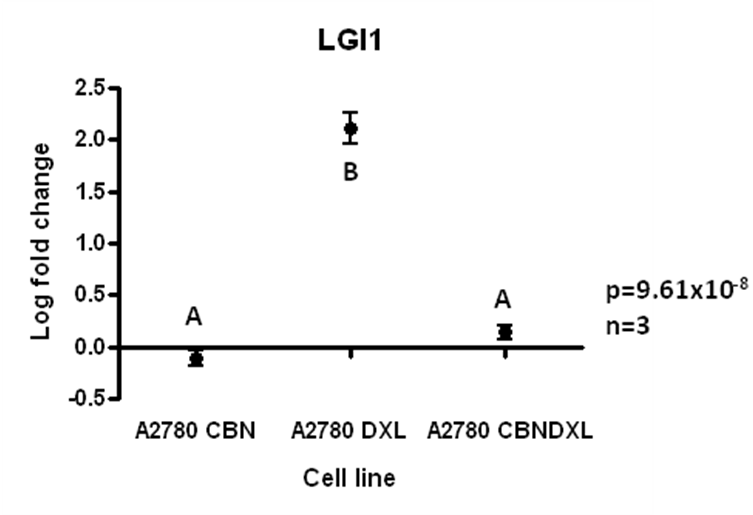

Figure 1(cont.). Comparison of gene expression changes between the resistant cell lines.

M. N.

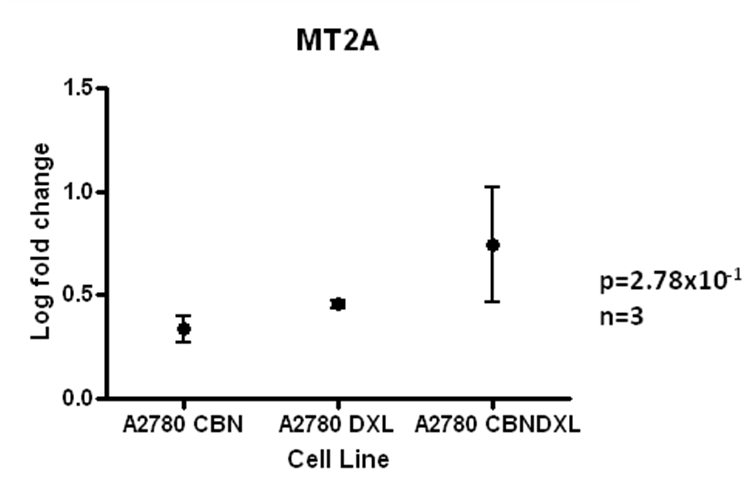

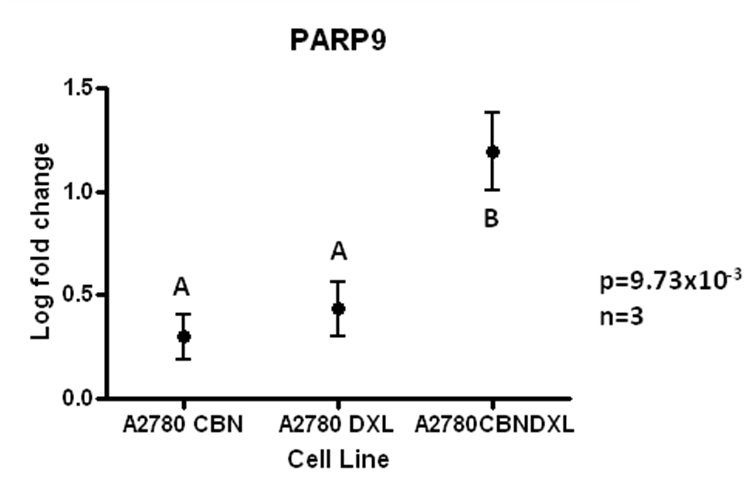

O.

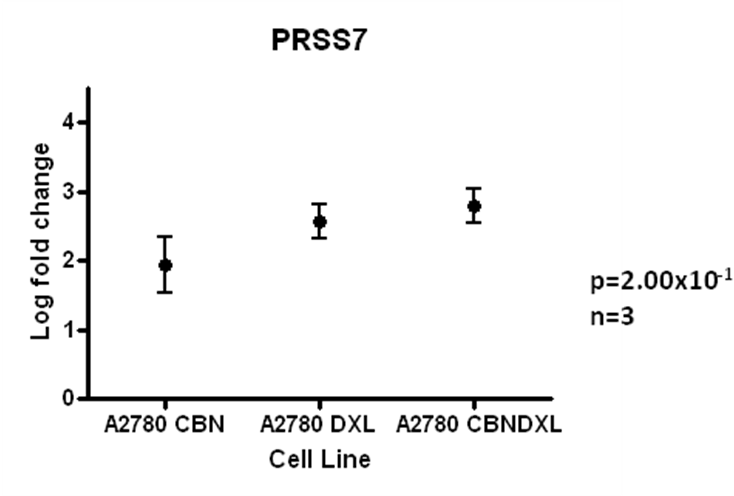

**Supplement:** Additional file 3 — Figure S1. Comparison of gene expression changes between the resistant cell lines. The log fold change in gene expression is shown for each resistant cell line. One-way ANOVA followed by Tukey’s test was performed to determine if there was any significant difference among the cell lines in the level of gene expression and if the difference could be assigned to any cell line(s). Significant difference between cell lines is indicated by lettering above the columns.

How the deposited data were processed for this re-analysis (not part of the article)

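The data are the files of 8 arrays, 4 of A2780CBN and 4 of A2780CBNDXL, each hybridized with RNA of a resistant line and of a co-cultured control in different dyes. For each line, RNA of 3 isolations was pooled into 1 sample, and the arrays repeat that sample with forward and reverse labelling on each of 2 slides. The authors deposited the output of the Agilent Feature Extraction software, version 10.7.1.1 for slide 1 and 10.7.3.1 for slide 2, for an array design with probe coordinates on NCBI36. In these files the processed intensity of each channel has been background-subtracted, corrected for trends across the slide and normalized for dye within the array by the authors, with a surrogate in place of signals close to the background. The deposited raw mean intensity and median background of each spot, and the background-subtracted intensity, were used only for alternatives. The A2780DXL arrays were not analysed here.

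The direction of each ratio was taken from the labels of the forward labelled arrays, on which the control carries Cy3 and the resistant line Cy5, and the sign of every ratio rests on these labels. For the reverse labelled arrays the authors' labels conflict, since their dye entries are those of the forward arrays while their name and the methods state the opposite. These arrays were turned over as the name states, after which log2 ratios of forward and reverse arrays of a line correlated at 0.58 to 0.74. Spots marked as outliers by the software were left out, no spot was saturated, and the spots of a probe were averaged on each array. The log2 ratio of resistant line over control was averaged within each labelling direction and then over both. Gene names are those of the files. Of the 41000 probes, 26222 (64.0%) matched a RefSeq accession of a reference table for GRCh38.p14, which was used for current symbols only. A gene was represented by its probe with the highest mean signal over all arrays. A gene counted as changed when its mean log2 ratio was at least 1 in size, the sign was the same on all 4 arrays, and the probe was well above background in one channel on all of them. Changes with a channel that was not well above background on any array of a line are given as lower bounds, computed from channel values scaled between arrays by the Aquantile method. The number of arrays limits the precision, and the spread between arrays does not include the spread between cultures. Since each line is 1 sample, no test across samples was run.

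The 3-way ANOVA and limma were run on the arrays as alternatives, and their p-values measure labelling and hybridization error only. Other alternatives were normexp background correction with loess normalization, background-subtracted signals centred on the median, each array left out in turn, each slide alone, the mean over the probes of a gene, no filter on dim probes, a signal above background in both channels, fold limits of 1.5 and 3, probes in place of genes, a stricter adjusted p limit of 0.01, and slide as a block. These alternatives, the rule for changed genes, the gene lists with the 5 tests on their medians, and the rule for naming genes were set before the data were examined. Normexp with an offset of 1 and all other tests of explanations were added after seeing the data. The share of genes not shared between lines is given with exact binomial intervals. Overlaps were set beside 1000 random draws of lists and beside 100 simulated sets of unchanged lines with 1 control.

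The genes named are those of Tables 2 and 3, the 5 genes with the largest and the 5 with the smallest log2 ratio in each line, the 5 with the largest and the 5 with the smallest difference between the lines, other genes of the paper where a sentence is about them, and members of gene lists. Names that are accessions of unnamed transcripts were passed over in the ranking. There were 9 gene lists. They covered NRF2 targets, interferon-stimulated genes, metallothioneins, the neighbours of ABCB1 and ABCB4 on 7q21, proliferation genes, classical cadherins, tubulins, nucleotide excision repair genes and the gene set of Tables 2 and 3. The median log2 ratio of a list was set against 10000 random lists of the same size matched on mean signal in 20 bins, as a description of these samples.

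The steps were tested on simulated arrays with the spread and dye effects of the real ones and 200 changed genes per line. The changes had log2 sizes of 1.5 or 3, all above the limit of 1, in genes above background in both lines. High recovery was therefore largely built in. Recovery of changes near the limit and the spread between cultures were not tested. Among 17951 genes in A2780CBN the 2-fold rule recovered 200 of the changed genes, the ANOVA 200 and limma 198. Among 17116 genes in A2780CBNDXL they recovered 200, 198 and 197, and no method made more than 4 false calls. Computations used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.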

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

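All tests of explanations in this part were chosen after the results were seen. The lines are 1 sample each, so the difference between them was not tested across independent cultures.

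In 296 genes the arrays of A2780CBN and A2780CBNDXL moved in opposite directions, each by at least 2-fold and with the same sign on all arrays of a line. A probe that misreports its gene is argued against by the other probes of these genes, of which 54 of 60 (90.0%) showed the same opposite signs. A difference that lies in the controls alone is argued against by the channels of the lines themselves, which differed by at least 2-fold on all matched arrays, in the direction of the ratios, for 293 of the 296 genes (99.0%). The median difference of the line channels toward the pattern was 3.58 on the log2 scale, against 0.52 for the control channels. The controls did contribute. With each line set against the control channel of the other line's arrays, 46.3% of the genes kept both directions, compared with 70.0% of the genes shared in the same direction. Against the other control 259 genes were in opposite directions, so that the membership of the group depends on the control in use more than its size does. The size of the group did depend on the processing. It was 74 genes with normexp and loess, 106 in the refined ANOVA and 634 with a 1.5-fold limit. The drugs, their doses and the separate histories of the cultures stay open as biological explanations and were not tested.

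AKR1C3 was lower in A2780CBN, with a log2 bound of -1.30 since the resistant line was not well above background, and higher in A2780CBNDXL, at 2.87. GCLC was at 3.09 in A2780CBN and at -1.22 in A2780CBNDXL, and MT2A at 1.95 and -2.18. By the paper's QPCR, AKR1C3 changed significantly in the same opposite directions, GCLC in A2780CBN only and MT2A in neither line. What drew attention to these genes is that every array of one line moved up and every array of the other moved down. Against the control channel of the other line's arrays, AKR1C3 stayed lower in A2780CBN, with a size that is open since the line was not above background, and was at 2.74 in A2780CBNDXL. MT2A was at 1.48 and -1.70 and GCLC at 2.68 and -0.81, so that the signs stayed opposite but GCLC in A2780CBNDXL fell under the 2-fold limit. Labels exchanged on a single array are argued against by the log2 ratios of all probes, which correlated at 0.58 or more between all arrays of the same line. Labels exchanged on all arrays of one line are argued against by the channels. Among 14735 genes above background in both channels of all arrays, 398 differed by at least 2-fold between the controls of the lines, against 1338 between the line A2780CBN and the control of A2780CBNDXL and 1842 between the control of A2780CBN and the line A2780CBNDXL. The dose and drug of the lines remain open.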

How the results depend on the processing

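No paired analysis was possible because each line is 1 sample and the results come from no test across samples. Normexp with an offset of 1 was chosen after seeing the data.

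No single gene that was followed through the alternatives and passed the 2-fold rule and no gene list outside the middle 90% of the random lists changed sign under any alternative. Values near 0 did, namely STEAP4 in A2780CBNDXL and the medians of tubulins and of nucleotide excision repair genes in A2780CBN. The correlation between the lines kept its value within the spread of the array pairs under all 15 alternatives run on it. Of the log2 ratios of single genes over the alternatives, 410 moved by less than the SD of the arrays and 78 by more, all 120 of the lower bounds moved by less, and of the medians of gene lists 100 moved by less and 30 by more. Between 19 and 23 of the gene and line pairs of Table 4 passed the 2-fold rule under the alternatives, with 23 in the analysis as reported. Bounds were not computed under other background corrections or over the mean of probes.

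With normexp and loess, 604 genes were changed in A2780CBN, 1172 in A2780CBNDXL and 159 in both, the shares not shared were 73.7% and 86.4%, the distance ratio was 2.80, and the medians were 1.35 for interferon-stimulated genes and 0.55 for metallothioneins in A2780CBN. With an offset of 1 the values were 1094, 1921 and 329 genes, a share of 82.9% for A2780CBNDXL, a distance ratio of 2.04 and medians of 1.96 and 0.78. The offset of 50 is added to raw signals whose median over background was between 27.4 and 69.0, and therefore shrinks the ratios of dim genes. The rest of the difference from the processed signals was not taken apart, and its cause was not tested.

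A 1.5-fold limit gave 4860, 5699 and 1629 genes with shares of 66.5% and 71.4%, and a 3-fold limit 1121, 1467 and 309 genes, by construction. A signal above background in both channels left 361 shared genes and shares of 76.1% and 81.6%, and no filter on dim probes gave shares of 69.2% and 75.9%, which follows from the number of genes entered. The refined ANOVA gave 1164 genes in A2780CBN, 255 shared genes and shares of 78.1% and 87.4%. Slide 2 alone gave a share of 68.3% for A2780CBN, a distance ratio of 2.74 and a median of 0.70 for the 7q21 neighbours in A2780CBNDXL. Slide 1 alone gave a distance ratio of 2.79 and a median of 0.91 for metallothioneins, which were at 1.01 over the mean of probes. Probes well above background in one channel on all arrays gave a distance ratio of 3.64. The cause was not tested for the slides and for the mean of probes.

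With each array left out in turn, the share for A2780CBN lay between 68.6% and 72.1%, the metallothionein median between 0.98 and 1.255 and the 7q21 median between 0.14 and 0.73. The highest 7q21 median came without array 1 of A2780CBNDXL, the array with the widest spread of spike-in controls. Counts within 1.5 times of those reported came from the other alternatives. The raw signal over background limits dim genes most, since a change below background is seen as a bound only.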

Differences from the paper's values

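The look at other probes of single genes and normexp with an offset of 1 were chosen after the results were seen. The paper shows about 1500 genes changed in A2780CBN after the refinement in Fig. 5, read by eye, against 2253 here. Of the alternatives set before the data were examined, background-subtracted signals, the mean over probes, a signal above background in both channels, the 3-fold limit, limma with and without the slide block and at the stricter limit, and the 3-way ANOVA before and after the refinement gave counts within 1.5 times of the paper's, the last with 1164 genes. Normexp with an offset of 50, each array left out, each slide alone, no filter on dim probes, the 1.5-fold limit and probes in place of genes did not. For A2780CBNDXL the paper shows about 1600 genes in Fig. 5, read by eye, against 2893 here. Normexp with an offset of 50, a signal above background in both channels, the 3-fold limit and the refined ANOVA, at 2023, came within 1.5 times of it, and the other alternatives did not.

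Genes shared by A2780CBN and A2780CBNDXL were about 300 in Fig. 5, read by eye, against 646 here. A signal above background in both channels, the 3-fold limit and the refined ANOVA gave counts within 1.5 times of the paper's, the last with 255 genes. The refined ANOVA follows the methods, with factors chosen here. The other alternatives set before the data were examined did not come within 1.5 times. An offset of 1 in the normexp correction, chosen after seeing the values, also came within 1.5 times of all these counts, with 1094, 1921 and 329 genes.

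For CDH7 in A2780CBN, Table 2 of the paper gives a fold change of 2.08 and the value here was 5.21, which is also the value of the paper's Table 4. Normexp with an offset of 50, at 1.51, was the only alternative within 1.5 times of it, and the other CDH7 probe gave 2.08. For LAYN in A2780CBNDXL, Table 4 of the paper gives -11.03 and the value here was -146, as in the paper's Table 3. None of the alternatives came within 1.5 times of it, and the other LAYN probe had a log2 ratio of -3.46, a fold change of 11.0. The remaining 34 of 36 fold changes of Tables 2 to 4 did not differ by the measure of 1.5 times. Of the 36, 8 were set beside a lower bound, and a value beyond its bound counts as not differing whatever its size. For GCLC in A2780CBN, Table 4 of the paper gives 11.45, the value of the other GCLC probe, against 8.50 here.

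The 3-way ANOVA before the refinement listed 2662 genes in A2780CBNDXL, and the paper gives 4070, which is more than 1.5 times as many. The 2-fold rule, with 2893 genes, and the same rule on probes in place of genes, with 3896, were within 1.5 times of it, as 2253 genes and 3042 probes were of the paper's 3000 in A2780CBN. The paper states that the lines had about the same total number of changed genes, whereas 2253 and 2893 genes were changed here, and 1164 and 2023 after the refinement. The paper states that changes shared between lines made up about 15% or less of the changes in each line, counted over 3 lines, whereas A2780CBN and A2780CBNDXL shared 28.7% and 22.3% here by the 2-fold rule. The refined lists follow the paper's description with factors chosen here, and kept 13 of the 18 pairs of Tables 2 and 3. In these lists 78.1% and 87.4% were not shared. Set against 15%, this leaves A2780CBNDXL within the paper's share and A2780CBN above it, but that share is counted over 3 lines. For these 2 lines alone, Fig. 5 of the paper, read by eye, gives about 80% and 81% not shared. The shares here, by the 2-fold rule and in the refined lists, were within 1.5 times of these and did not differ by that measure. The paper states that array expression of ANXA1 and MT2A was specific to A2780CBN. Here ANXA1 was lower in both lines, with log2 ratios of -6.70 and -5.41, and MT2A was at 1.95 in A2780CBN and -2.18 in A2780CBNDXL. The refined ANOVA leaves ANXA1 out in both lines and keeps MT2A in both. Of the 14 array entries the paper marks as not significant, 5 passed the 2-fold rule.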

Other observations

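The tests on the sharing of genes after the refinement, on the control channels and against the other line's control were chosen after the results were seen, as was the look at single genes around ABCB1. The tests on the medians of gene lists were set before.

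Interferon-stimulated genes were higher in A2780CBN as a group. Their median log2 ratio was 3.06 over 28 genes, 2.88 with 5 genes at their bound, and 26 of the genes were at least 2-fold higher. Without PARP9, which is one of the genes of Table 2, the median was at percentile 100 of matched random lists, the side set in advance for a program that rises with PARP9, and it stayed there under all alternatives. A control that was low in these genes beside A2780CBN is argued against as the whole cause, since against the control channel of the A2780CBNDXL arrays the median was still 2.09, at percentile 100. The controls did differ, by a median of 1.13 in 21 of the genes, with the higher signal on the arrays of A2780CBNDXL. The values are consistent with a hypothesis that PARP9 rises in A2780CBN as part of an interferon response, which the paper does not report. In A2780CBNDXL the median was 0.20, at percentile 87.7, with 7 genes at least 2-fold higher and 5 lower, among the latter IFIT1 at -2.31. Without PARP9 the median of A2780CBNDXL was 0.31, at percentile 97.2. Against the other line's control the median of A2780CBNDXL was 1.225, at percentile 100, and without array 1 of this line the median against its own control reached percentile 99.4. The median near 0 in this line and the contrast between the lines therefore depend on the control. The percentile of A2780CBNDXL also depends on PARP9 and on array 1. The lines were kept at different drug doses, and an effect of these on the genes was not tested.

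The paper reports from QPCR that PARP9 was mainly expressed in the dual resistant line. On the arrays its log2 ratio was 3.23 in A2780CBN and 0.06 in A2780CBNDXL, and the control signal was 1.25 higher on the log2 scale on the arrays of A2780CBNDXL. Against the other line's control the values were 1.98 and 1.31. The paper also reports from QPCR that A2780CBN held most of the difference in GSTO2. Its QPCR fold changes of GSTO2 are not significant in A2780CBN and show a rise in A2780CBNDXL. The arrays had the same order, with GSTO2 at 0.69 in A2780CBN and 2.42 in A2780CBNDXL. For GSTO2 the values against the other line's control were -0.21 in A2780CBN and 3.31 in A2780CBNDXL.

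The controls hybridized beside the lines were not alike. Among 15652 genes above background in all control channels, 517 differed by at least 2-fold on all matched pairs of arrays, 399 of them higher and 118 lower on the arrays of A2780CBNDXL, compared with 55 genes when the reverse labelled pairs were turned over. This argues against a single control RNA with dye and array error only. Control cultures at different passages or with different growth remain open and were not tested.

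The metallothioneins were higher in A2780CBN, with a median of 1.25 over 10 genes, 1.11 with 1 gene at its bound, and all 10 above 0. The median ranged from 0.55 to 1.37 over the alternatives. Without MT2A the median was at percentile 100, the side set in advance for a rise of the family. Against the other control it was 1.15, at percentile 99.99, which argues against a low control beside A2780CBN. Probes of this family share sequence, so members may have been measured together, and the test at 1.15 does not separate them. In A2780CBNDXL the median was -0.12, with MT1M at least 7.53-fold higher and MT2A at -2.18.

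Whether NRF2 targets rise with GCLC in A2780CBN as a group was left undecided. Without GCLC the median of 17 genes was -0.04, at percentile 55.4, it was past the 95th percentile in 0 of 10 alternatives, and 0 of the 17 genes were at least 2-fold higher. The genes moved both ways. OSGIN1 was at 0.95, HMOX1 at 0.88, SLC7A11 at 0.80, FTL at 0.52, FTH1 at 0.49 and ME1 at 0.47. TXNRD1 was at 0.18, NQO1 at -0.04, GCLM at -0.29 and EPHX1 at -0.44. AKR1C3 was at least 2.47-fold lower, the only gene of the list that was lower by 2-fold. A median near 0 over such genes leaves a rise of part of the targets and its absence open, so that they cannot be told apart. With GCLC the median was 0.07, and its percentile ranged from 81.8 to 98.1 over the alternatives, highest with slide 1 alone. In A2780CBNDXL the median was -0.31, at percentile 1.93, with HMOX1 at -3.13, GCLM at -1.83 and SLC7A11 at least 10.8-fold lower, while AKR1C3 and AKR1C1 were higher, at 2.87 and 2.51.

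Proliferation genes had a median of -0.18 in A2780CBN, at percentile 4.32, and of -0.27 in A2780CBNDXL, at percentile 0.43. The paper reports the longest doubling time of its lines for A2780CBN. The median of A2780CBN was under the 5th percentile in 9 of 10 alternatives, but reached percentile 6.27 over the mean of probes, and it was at percentile 32.6 against the other control, so that a lower expression of proliferation genes and the choice of probe or control cannot be told apart for this line.

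Around ABCB1 and ABCB4 on 7q21, the median of 9 measured neighbours in A2780CBNDXL was 0.16, at percentile 69.2, with genes moving both ways. It was past the 95th percentile in 2 of 10 alternatives and reached percentile 99.8 without array 1 of this line, so that a copy gain of the region as a whole and its absence cannot be told apart. In the order of the probes on NCBI36, TP53TG1 was at 1.68, CROT at 3.30, ABCB4 at least 5.33-fold higher, ABCB1 at least 23.4-fold higher and RUNDC3B at least 2.07-fold higher, though the last did not pass the 2-fold rule. The next genes were lower, with SLC25A40 at -0.49 and DBF4 at -0.82, and further along STEAP1 and STEAP2 were higher again, at 1.31 and 1.46. A gain limited to the genes from TP53TG1 to RUNDC3B was not tested, and TP53TG1 was also at 1.37 in A2780CBN. The median in A2780CBN was 0.12.

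After the refinement 255 genes were shared, fewer than before. Removing as many genes from each list at random left 237.3 shared genes on average, between 217 and 257 in the middle 95%. The value of 255 is consistent with dye and slide terms that take genes out of the list of one line independently of the other, so that part of the genes unique to a line may be unique through the refinement.

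The other lists had medians in A2780CBN and A2780CBNDXL of 1.20 and 0.38 for classical cadherins, with CDH9 at least 7.59-fold lower in the first line and CDH12 at -3.24 in the second, of -0.06 and 0.13 for tubulins, of -0.01 and 0.30 for nucleotide excision repair genes, and of 0.95 and 1.92 for the gene set of Tables 2 and 3, which was chosen on these samples. Their percentiles were 99.8 and 90.4, 44.9 and 75.4, 63.8 and 96.5, and 100 in both lines. The cadherin median of A2780CBN ranged from 0.06 to 1.64 over the alternatives.

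The largest ratios in A2780CBN were those of PRSS7, PPIC and AUTS2, at mean ratios of 6.88 and 6.83 with the control above background on 2 of the 4 arrays, GNA14, at least 34.5-fold, and CLEC1A, at least 31.3-fold. The smallest were those of LAYN and of FLRT3, FOXP2, TNFRSF19 and C7orf58, at least 160-, 82.6-, 43.0- and 41.0-fold lower. In A2780CBNDXL, CDH11 was followed by FAM155A at 7.92, CHODL at 7.59, EBF1 at 7.55 and GPR85 at 7.55, of which only CHODL had a control above background on all arrays. At the other end were VAV3, at a mean ratio of -7.33 with the line above background on 1 of the 4 arrays, LAYN, and FOXP2, CXorf57 and C7orf58, at least 52.0-, 48.9- and 49.1-fold lower. Ratios with a channel below background have no order among themselves. The mean ratios of the lines differed most in SUCNR1, SEMA6D, CDH11, PCDH9 and CHODL, which were higher in A2780CBNDXL, and in CXorf57, FAM129A, SPP1, PLA2G3 and PCDH15, which were higher in A2780CBN. Only CHODL and PLA2G3 had measured ratios in both lines, at -0.84 and 7.59 and at 2.73 and -5.17, and the order of the other genes is not defined.

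In Table 4 the paper gives a QPCR value of -342.64 for FLRT3 in A2780CBN and marks the array entry as not significant. The mean array ratio of FLRT3 in A2780CBN was a fold change of -342.6, which differs from that value by 0.0259%. Of the 20 QPCR values for the lines it was the only one within 1% of the array ratio, the next closest differing by 2.35%. In the paper's supplement the QPCR log Ct of FLRT3 in A2780CBN is significantly above that of the parent. It lies between those of A2780DXL and A2780CBNDXL, as the QPCR fold change does. A large QPCR decrease therefore does not rest on that entry alone. Whether an array value was placed in that column was not tested.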
